# Defects of mitochondrial RNA turnover lead to the accumulation of double-stranded RNA *in vivo*

**DOI:** 10.1371/journal.pgen.1008240

**Published:** 2019-07-31

**Authors:** Aleksandra Pajak, Isabelle Laine, Paula Clemente, Najla El-Fissi, Florian A. Schober, Camilla Maffezzini, Javier Calvo-Garrido, Rolf Wibom, Roberta Filograna, Ashish Dhir, Anna Wedell, Christoph Freyer, Anna Wredenberg

## Abstract

The RNA helicase SUV3 and the polynucleotide phosphorylase PNPase are involved in the degradation of mitochondrial mRNAs but their roles *in vivo* are not fully understood. Additionally, upstream processes, such as transcript maturation, have been linked to some of these factors, suggesting either dual roles or tightly interconnected mechanisms of mitochondrial RNA metabolism. To get a better understanding of the turn-over of mitochondrial RNAs *in vivo*, we manipulated the mitochondrial mRNA degrading complex in *Drosophila melanogaster* models and studied the molecular consequences. Additionally, we investigated if and how these factors interact with the mitochondrial poly(A) polymerase, MTPAP, as well as with the mitochondrial mRNA stabilising factor, LRPPRC. Our results demonstrate a tight interdependency of mitochondrial mRNA stability, polyadenylation and the removal of antisense RNA. Furthermore, disruption of degradation, as well as polyadenylation, leads to the accumulation of double-stranded RNAs, and their escape out into the cytoplasm is associated with an altered immune-response in flies. Together our results suggest a highly organised and inter-dependable regulation of mitochondrial RNA metabolism with far reaching consequences on cellular physiology.

## Author summary

Although a number of factors have been implemented in the turnover of mitochondrial (mt) DNA-derived transcripts, their exact functions and interplay with one another is not entirely clear. Several of these factors have been proposed to co-ordinately regulate both transcript maturation, as well as degradation, but the order of events during mitochondrial RNA turnover is less well understood. Using a range of different genetically modified D*rosophila melanogaster* models, we studied the involvement of the RNA helicase SUV3, the polynucleotide phosphorylase PNPase, the leucine-rich pentatricopeptide repeat motif-containing protein LRPPRC, and the mitochondrial RNA poly(A) polymerase MTPAP, in stabilisation, polyadenylation, and degradation of mitochondrial transcripts. Our results show a tight collaborative activity of these factors *in vivo* and reveal a clear hierarchical order of events leading to mitochondrial mRNA maturation. Furthermore, we demonstrate that the loss of SUV3, PNPase, or MTPAP leads to the accumulation of mitochondrial-derived antisense RNA in the cytoplasm of cells, which is associated with an altered immune-response in flies.

## Introduction

The turnover of RNA is determined by its rate of synthesis and degradation, and together with the rate of translation, determines the level of gene expression of a given transcript. These processes are not constant and individual RNA species have different half-lives and rates of translation. RNA degradation is frequently used as an important step in regulating gene expression, allowing the cell to rapidly adapt to different physiological demands. This process is fairly well understood in a variety of systems, including the nucleus and cytosol of cells [1], but is less clear in mitochondria.

The mitochondrial genomes (mtDNA) of most metazoans are small, circular, double-stranded, multi-copy genomes, dispersed throughout the mitochondrial network. Gene content and order might vary among species, but the genes are distributed on both strands in most bilaterian animals. Mitochondrial transcription in humans and mice is well defined [2], initiating from two promoters in the regulatory region on either strand of the mitochondrial genome, leading to the generation of long, polycistronic transcripts, which are processed into their individual primary units by enzymes that recognise the gene junctions [2–7].

Just as its mammalian counterpart, the mitochondrial genome of *Drosophila melanogaster* (Dm) encodes for 13 essential subunits of the oxidative phosphorylation (OXPHOS) system, as well as two rRNAs and 22 tRNAs necessary for mitochondrial translation. The mechanism of transcription in Dm is less clear [8]. Dm mtDNA shares none of the sequence elements of the mammalian regulatory region, which in the fly consists almost exclusively of adenine and thymidine residues, giving it the name of the A/T rich region [9]. Its function is not entirely clear, but origins of replication have been associated with this region [10,11], as well as two promoters, similar to the arrangement in mammals [12]. However, the presence of distinct polycistronic transcription units that cover either strand and not originating from the A/T rich region, have led to the suggestion of additional promoter regions in the fly [13,14]. Two members of the MTERF transcription termination family, mTTF and mTERF5, have been suggested to interact with two sequence elements at the boundaries of these transcription units to regulate transcription [13,14], although a role in mtDNA synthesis has also been proposed for these factors [15].

In mammals as well as in the fly, transcription leads to the generation of polycistronic transcripts that need to be processed, and the factors involved are conserved from fly to humans [4,5,7,8,16–19]. The circular nature of mtDNA, with promoters on either strand, means that both sense and antisense transcripts are formed during transcription, but the half-lives of these transcripts are vastly different, despite deriving from the same polycistronic transcript. For instance, antisense RNA species are rarely detected under normal physiological conditions [20–23], and several lines of evidence indicate that processing, maturation and degradation are linked [24–26]. How transcripts are selected for stabilisation or degradation is not known. One factor known to stabilise mitochondrial mRNAs is the leucine-rich pentatricopeptide repeat motif-containing protein, LRPPRC, and its inactivation leads to reduced mitochondrial mRNA steady-state levels in humans [27–29], mice [30,31] and flies [32]. Whether LRPPRC or its Dm ortholog DmLRPPRC1, also known as bicoid stability factor BSF [33], are able to distinguish between coding and non-coding RNAs is unclear, and *in vitro* experiments suggested that human LRPPRC has strong affinity to a broad range of RNA substrates, with lower affinity to poly(A) stretches [29].

Two factors, the ATP-dependent RNA helicase SUV3 and the polynucleotide phosphorylase, PNPase (encoded by PNPT1), have been proposed to form the minimal mitochondrial RNA degrading complex, degrading RNA in a 3′ to 5′ direction [21–23,34]. SUV3 belongs to a highly conserved Ski2 family of DExH-box RNA helicases, with orthologs found in eukaryotes to *Rhodobacter* [35], and PNPase has been shown to both degrade and extend 3′ tails *in vitro* [36]. In plants PNPase regulates polyadenylation-dependent mitochondrial RNA decay [37–39]. Additionally, *in vitro* studies have suggested that SUV3 and PNPase regulate polyadenylation of mitochondrial transcripts by modulating the function of the mitochondrial poly(A) polymerase, MTPAP [40]. This is in agreement with previous work, were we demonstrated that loss of DmSUV3 resulted in reduced polyadenylation but increased steady-state levels of mitochondrial transcripts [41].

Here we studied the relationships of PNPase, SUV3, MTPAP and LRPPRC on mitochondrial RNAs in a series of different Dm models. Our results confirm that PNPase and SUV3 are responsible for mRNA degradation *in vivo* and show that PNPase and SUV3 have opposing effects on polyadenylation. Further, we demonstrate that antisense RNA is not polyadenylated, and we suggest that these RNA species are not recognised by LRPPRC. However, the accumulation of antisense RNA due to the loss of PNPase, SUV3 or MTPAP leads to the accumulation of double stranded mitochondrial RNA, which may leak out into the cytoplasm, affecting other cellular pathways.

## Results

### CG11337 is a mitochondrial protein essential for mitochondrial function in developing flies

A BLAST search against human PNPase or yeast DSS1p ortholog in *Drosophila melanogaster* (Dm) identified *CG11337* as the only candidate, encoding a yet uncharacterised protein, sharing 55.1% identity with human PNPase (Fig 1A). *In silico* analysis predicted a mitochondrial localisation, using TargetP (0.76) or Mitoprot (0.92), and identified the PNPase family-defining RNase PH, KH, and S1 domains [42]. Mitochondrial localisation was confirmed in HeLa cells expressing a GFP-tagged CG11337 fusion protein (Fig 1B), as well as by Western blot analysis of subcellular fractionations of tissue homogenates from Dm larvae expressing a FLAG-tagged CG11337 fusion protein (Fig 1C). Therefore, we suggest CG11337 is the Dm ortholog of PNPase.

**Fig 1:**
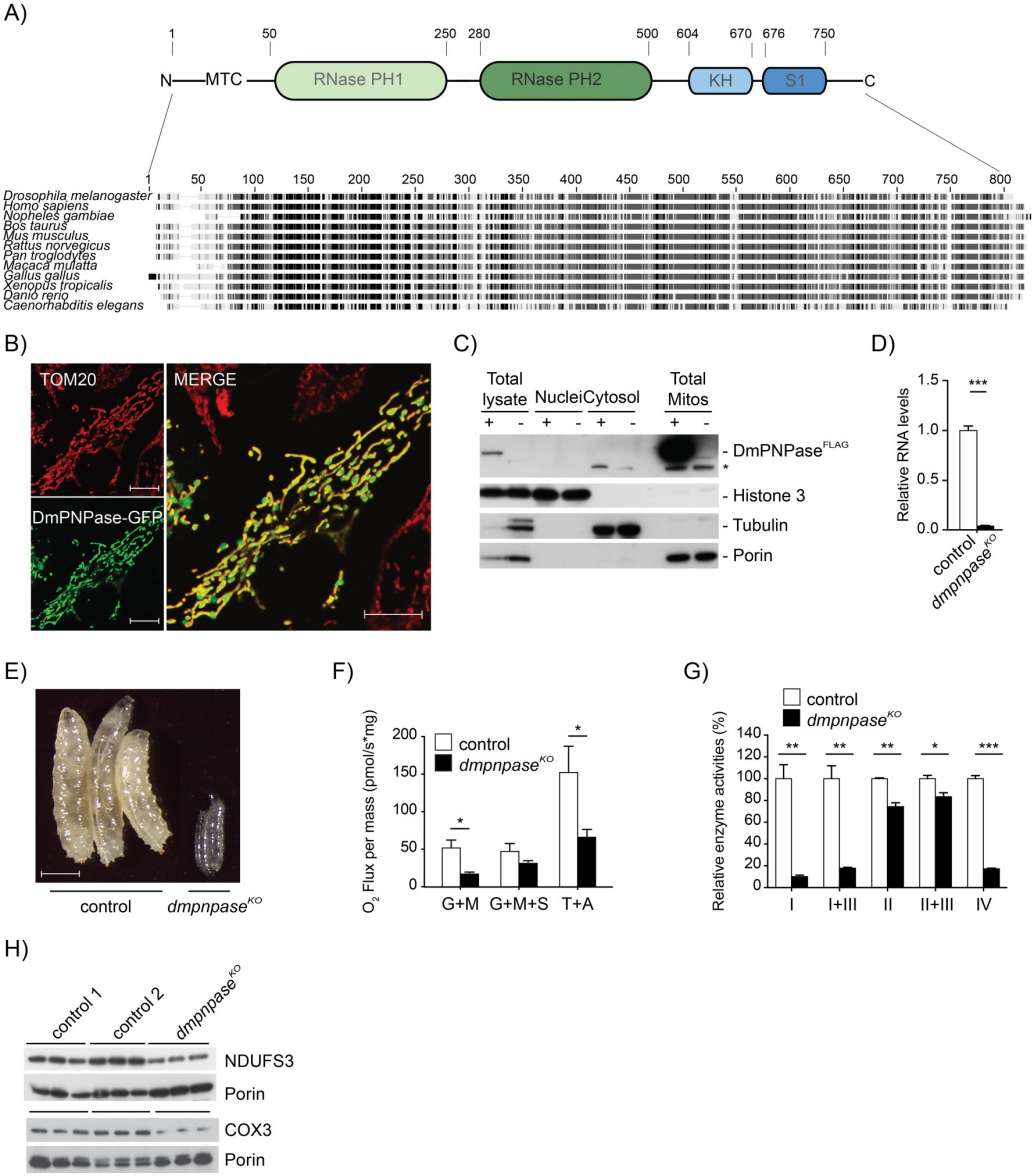
DmPNPase is a mitochondrial protein essential for development in Dm. (**A**) ClustalW alignment of several eukaryotic PNPase sequences, as well as a schematic representation of conserved domains in DmPNPase. (**B**) Confocal analysis of DmPNPase-GFP fusion protein localisation in HeLa cells decorated with TOM20 (red). Scale bars: 5μm (**C**) Western blot analysis of nuclear, cytoplasmic and mitochondrial fractions of DmPNPase-FLAG overexpressing larvae (w;;UAS-*dmpnpase*-flag/daGAL4). Antibodies against the FLAG peptide, tubulin, and histone H3 were used to assess the purity of the fractions; + indicates induced expression of the FLAG tag peptide. An unspecific band is indicated by an asterisk. (**D**) qRT-PCR of *dmpnpase* transcript levels in knockout (w;;*dmpnpase*^KO^/*dmpnpase*^KO^) and controls (w;;) at 4 days after egg laying (AEL). Ribosomal Protein (RP) 49 transcript was used as an endogenous control. (**E**) Body size comparison in controls (w;;) and *dmpnpase*^*KO*^ larvae at 4 days AEL, scale bar size 1mm. (**F**) Mitochondrial oxygen consumption in *dmpnpase*^*KO*^ and wild type larvae (*w*;;). Measurements were performed on an Oroboros oxygraphy, using glutamate, malate and ADP (for complex I driven respiration), then succinate (for complex II driven respiration) and TMPD and ascorbate (for complex IV driven respiration). Error bars indicate the SEM of 9 independent experiments, each measurement was normalised to the protein content of each sample. (**G**) Isolated respiratory chain enzyme activities in *dmpnpase*^*KO*^ and control. Mitochondrial protein extracts from larvae at 4 days AEL were assessed for complex I (NADH coenzyme Q reductase), complex I+III (NADH–cytochrome *c* reductase), complex II (NADH cytochrome *c* reductase), complex III (succinate dehydrogenase), complex II+III (succinate cytochrome *c* reductase) and complex IV (cytochorme *c* oxidase). (**H**) Western blot analysis of mitochondrial encoded COX3 and nuclear encoded NDUFS3 respiratory chain subunits in mitochondrial protein extracts from control and *dmpnpase*^*KO*^ larvae at 4 days AEL. Porin was used as a loading control. (Control 1: w;;, Control 2: w;;*dmpnpase*^KO^/TM6B). All data is represented as mean +/- SEM (***p < 0.001, **p< 0.01, *p< 0.05, n = 5).

In order to explore the involvement of DmPNPase in mitochondrial function, we targeted its locus by CRISPR/Cas9 gene editing technology to generate DmPNPase knockout (*dmpnpase*^*KO*^) flies (see Materials and methods for details). CRISPR/Cas9 editing caused a deletion of 8 nucleotides in exon 2 of the gene, leading to a frame shift and a premature stop codon in the corresponding transcript (S1 Fig). Flies heterozygous for the loss of DmPNPase (w;;*dmpnpase*^KO^/*TM6B*) were viable with no obvious phenotypic changes. Homozygous flies showed a severe reduction in *dmpnpase* transcript levels (Fig 1D) and were larval lethal (Fig 1E). Respirometry measurements of larvae from *dmpnpase*^*KO*^ and control larvae revealed reduced oxygen consumption using both complex I and IV substrates (Fig 1F). This was confirmed by measuring isolated respiratory chain (RC) enzyme activities, demonstrating a combined complex I and IV defect (Fig 1G). *In organello* translation and Western blot analysis using isolated mitochondria from *dmpnpase*^*KO*^ larvae, revealed aberrant translation and reduced steady-state levels of the complex I subunit NDUFS3 and the mitochondrial encoded subunit COX3 upon loss of DmPNPase (S2A Fig and Fig 1H), suggesting instability of the expressed OXPHOS subunits, leading to the observed combined OXPHOS defect observed in the *dmpnpase*^*KO*^ larvae. These findings could be confirmed in flies, where DmPNPase was silenced by RNAi (*dmpnpase*^*KD*^), leading to the same, albeit milder phenotype (S2B–S2G Fig). In conclusion, removal of the DmPNPase gene results in a severe mitochondrial dysfunction and lethality, comparable to the disruption of PNPase in mice [43] and human patients [44–46].

### Modulating the expression of PNPase and SUV3 supports the concept of a mitochondrial degradosome *in vivo*

Loss of DmPNPase *in vivo* led to a general increase in steady-state levels of all analysed mRNAs (Fig 2A and S2G Fig). Northern blot analysis also revealed the presence of smaller species, which we interpret as degradation intermediates (S3A Fig). Steady-state levels of the ribosomal RNA subunits were not affected (Fig 2A), while the levels of some mitochondrial-encoded tRNAs were decreased (Fig 2B and S3B Fig). Increased steady-state levels could be the result of compensatory mechanisms but *in organello* transcription experiments in *dmpnpase*^*KD*^, showed only a mild increase in *de novo* transcription in comparison to mRNA steady-state levels, suggesting that the mRNAs were indeed stabilised (S2F and S2G Fig).

**Fig 2:**
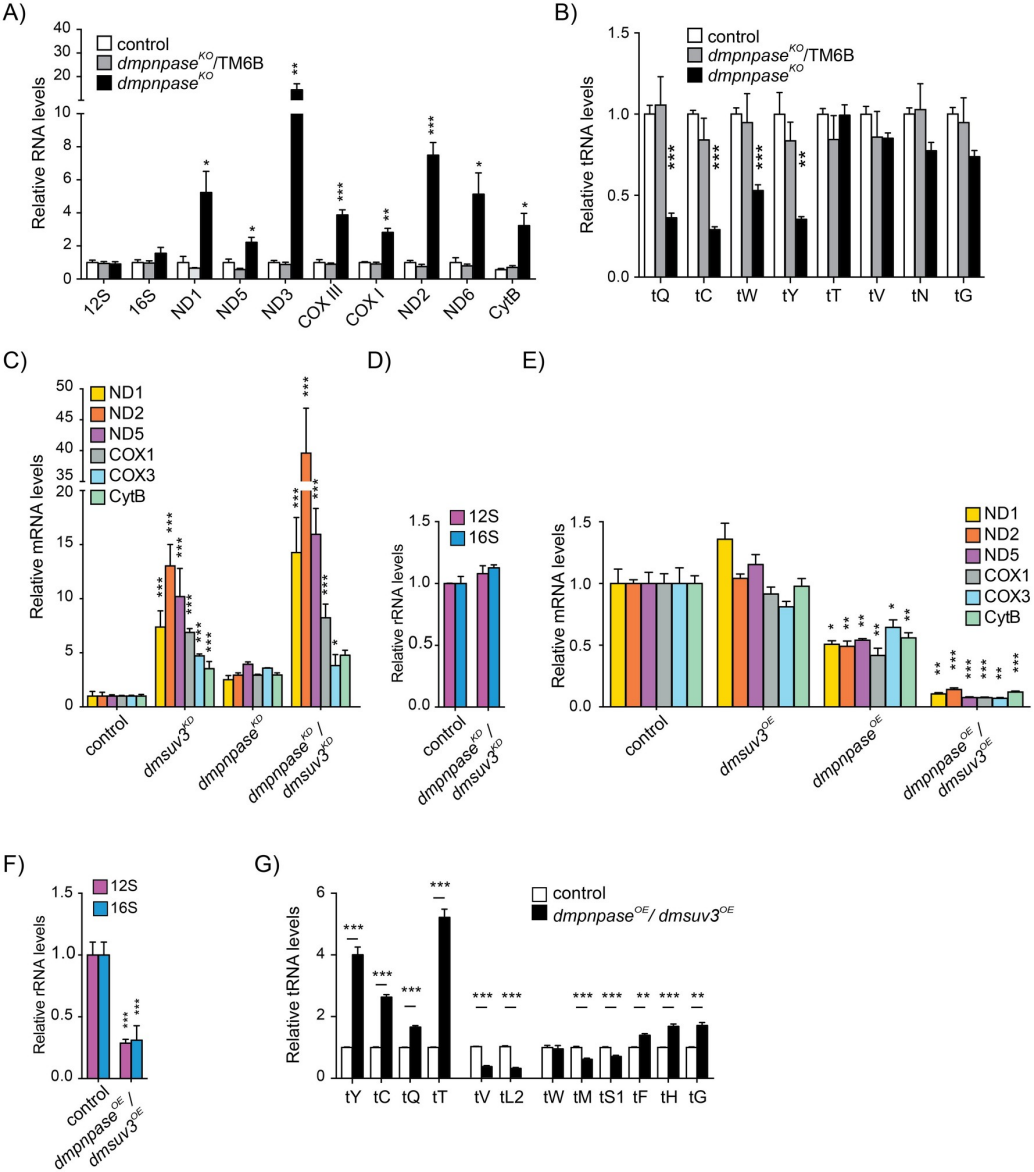
DmPNPase modulates the stability of mt-mRNAs. (**A**) Mitochondrial mRNA steady-state levels in *dmpnpase*^*KO*^ and its controls (control 1: w;;daGAL4/+ and control 2: w;;*dmpnpase*^KO^/TM6B) at 4 days AEL by qRT-PCR. RP49 transcript was used as an endogenous control. (**B**) Quantification of mitochondrial tRNA steady-state levels from Northern blotting analysis in S3B. Cytosolic tRNA^Val^ was used to normalise the quantification. (**C**) Mitochondrial mRNA steady-state levels in DmSUV3^KD^ (w;UAS-*dmsuv3*RNAi/+;daGAL4/+), *dmpnpase*^*KO*^, (w;UAS-*dmpnpase*RNAi;daGAL4/+) *dmpnpase*^*KO*^ /*dmsuv3*^*KD*^ (w;UAS-*dmsuv3*RNAi/UAS-*dmpnpase*RNAi;daGAL4/+) and control (w;;) larvae at 4 days AEL, as determined by qRT-PCR. RP49 transcript was used as an endogenous control. (**D**) Mitochondrial rRNA steady-state levels in *dmpnpase*^*KO*^ /*dmsuv3*^*KD*^ determined by Northern blotting. RP49 transcript was used as an endogenous control for normalisation. (**E**) Mitochondrial mRNA steady-state levels in *dmpnpase*^*OE*^ (w;;UAS-*dmpnpase*/daGAL4), *dmsuv3*^*OE*^ (w;UAS-*dmsuv3*/+;daGAL4/+), *dmpnpase*^*OE*^/*dmsuv3*^*OE*^ (w;UAS-*dmsuv3*/+;UAS-*dmpnpase*/daGAL4) and control (w;;) larvae at 4 days AEL, as determined by qRT-PCR. RP49 transcript was used as an endogenous control. (**F**) Mitochondrial rRNA steady-state levels in *dmpnpase*^*OE*^/*dmsuv3*^*OE*^ larvae determined by qRT-PCR. (**G**) Northern blot quantification of the steady-state levels of mitochondrial tRNAs in *dmpnpase*^*OE*^/*dmsuv3*^*OE*^ and control (w;;) larvae at 4 days AEL. Loading of the gel was normalised and quantified using a probe against cytosolic tRNA^Val^. All data is represented as mean +/- SEM (***p < 0.001, **p< 0.01, *p< 0.05, n = 5).

We previously reported that loss of SUV3 in flies leads to pupae lethality with increased mRNA levels and a reduction of mature tRNAs [41]. Together with SUV3, PNPase has been suggested to form the mitochondrial degradosome [21,23] and removing both components simultaneously should therefore lead to additive effects in comparison to removing each individually. Silencing DmPNPase and DmSUV3 by siRNA (see Materials and methods) simultaneously (*dmpnpase*^*KD*^/*dmsuv3*^*KD*^) (S4A and S4B Fig) had a synergistic effect on *mt-nd* transcripts, leading to an up to 30-fold increase in *mt-nd2* steady-state levels (Fig 2C). In contrast, mitochondrial-encoded *cox* and *cytb* transcripts were not further stabilised, in comparison to single DmSUV3 silencing. Silencing of both components of the degradosome had no effect on mt-rRNA steady-state levels (Fig 2D), suggesting differential regulation of the mitochondrial ribosome.

To further confirm the role of both DmSUV3 and DmPNPase in the turnover of mitochondrial transcripts, we generated flies overexpressing DmPNPase (*dmpnpase*^*OE*^), DmSUV3 (*dmsuv3*^*OE*^), or both (*dmpnpase*^*OE*^/*dmsuv3*^*OE*^) (S4A and S4C Fig). Overexpression of DmSUV3 or DmPNPase individually had no or only a mild effect on mRNA steady-state levels, with both fly lines viable (Fig 2E). In contrast, simultaneous overexpression of both components of the degradosome led to larval lethality at the 2nd instar larval stage and a severe reduction of mitochondrial transcript levels, including 12S and 16S rRNA steady-state levels (Fig 2E and 2F). Interestingly, the effects on mt-tRNAs were varied, with steady-state levels increased, unchanged, or decreased (Fig 2G). Taken together, we conclude that *in vivo* DmPNPase and DmSUV3 compose a functional unit that regulates mitochondrial mRNA levels more efficiently than the individual proteins can, supporting the concept of them forming an active complex.

### PNPase and SUV3 have individual and opposite effects on mitochondrial polyadenylation

PNPase, together with SUV3, has been shown to affect mitochondrial mRNA polyadenylation by either inhibiting or stimulating MTPAP activity *in vitro* [40], but studies *in vivo* have not been performed. In agreement with this, we previously demonstrated that loss of DmSUV3 had a negative effect on poly(A) tail length [41], but whether this was a consequence of mRNA abundance was unclear. We therefore analysed the 3′ ends of mitochondrial ND1 transcripts by 3′RACE, followed by cloning and sequencing in larvae with either depletion (*dmpnpase*^*KD*^/*dmsuv3*^*KD*^) or over-expression (*dmpnpase*^*OE*^/*dmsuv3*^*OE*^) of the mitochondrial degradosome (Fig 3A and 3B). Silencing of DmPNPase alone or together with DmSUV3 resulted in significantly increased poly(A) tail length (Fig 3A), which we confirmed in samples from *dmpnpase*^*KO*^ larvae (S3C Fig). *Dmpnpase*^*KO*^ larvae also presented with an increased amount of shortened tails, which might be attributable to the poor health of the *dmpnpase*^*KO*^ larvae. In contrast, overexpression of the degradosome, which resulted in severe reduction of mRNA steady-state levels, had only a mild effect on poly(A) tail length (Fig 3B). Whether this increased degradation requires an additional deadenylase that first removes the poly(A) tail, is not clear. Nevertheless, our genetic experiments support the notion that DmSUV3 and DmPNPase have opposing effects on the polyadenylation of mitochondrial transcripts also *in vivo*.

**Fig 3:**
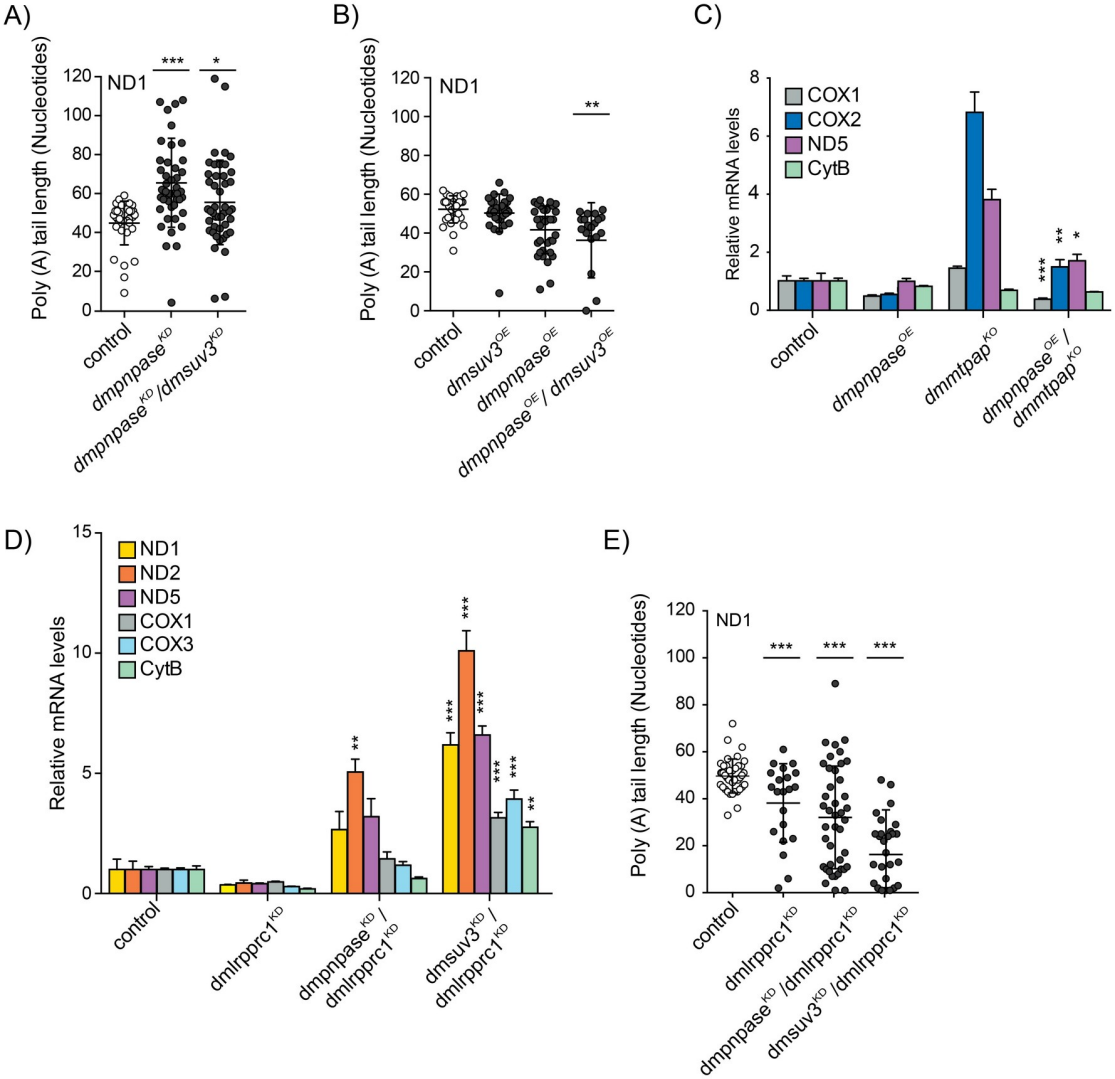
Polyadenylation by mtPAP is not required for degradation and sense strands are protected by LRPPRC. (**A**,**B**) Poly(A) tail length in individually sequenced clones after 3′RACE analysis of ND1 transcripts in *dmpnpase*^*KD*^, *dmpnpase*^*KD*^/*dmsuv3*^*KD*^, *dmsuv3*^*OE*^, *dmpnpase*^*OE*^, *dmpnpase*^*OE*^/*dmsuv3*^*OE*^, and control (w;;) larvae at 4 days AEL. (**C**) Quantification of mitochondrial mRNA steady-state levels of *dmpnpase*^*OE*^ (*dmmtpap*^KO^/FM7;;UAS-*dmpnpase*/daGAL4 or FM7;;UAS-*dmpnpase*/daGAL4 or FM7/Y;;UAS-*dmpnpase*/daGAL4), *dmmtpap*^*KO*^ (*dmmtpap*^KO^/Y;;) *dmpnpase*^*OE*^/*dmmtpap*^*KO*^ (*dmmtpap*^KO^/ Y;;UAS-*dmpnpase*/daGAL4), and control (w;;) larvae at 4 days AEL. Histone was used as loading control. (**D**) Mitochondrial mRNA steady-state levels in *dmlrpprc1*^*KD*^, *dmlrpprc1*^*KD*^/*dmsuv3*^*KD*^, *dmlrpprc1*^*KD*^/*dmpnpase*^*KD*^, and control (w;;) larvae at 4 days AEL, as determined by qRT-PCR. RP49 was used as an endogenous control. (**E**) 3′RACE analysis of poly(A) tails of ND1 transcripts in *dmlrpprc1*^*KD*^ (w;;UAS-*bsf*RNAi#1/daGAL4), *dmlrpprc1*^*KD*^/dmsuv3^KD^ (w;UAS-*dmsuv3*RNAi/+;UAS-*bsf*RNAi#1/daGAL4), *dmlrpprc1*^*KD*^/ *dmpnpase*^*KD*^ (w;UAS-*dmpnpase*RNAi/+;UAS-*bsf*RNAi#1/daGAL4), and control (w;;) larvae at 4 days AEL. All data are represented as mean +/- SEM (***p < 0.001, **p< 0.01, *p< 0.05, n = 5).

### The mitochondrial poly(A) tail is not required for mitochondrial mRNA degradation

Our data thus far demonstrate that both PNPase and SUV3 are necessary and able to degrade mitochondrial mRNAs *in vivo* and that PNPase and SUV3 have opposing effects on polyadenylation. We therefore investigated whether polyadenylation could act as a signal for degradation, similar to the situation in bacteria or plant mitochondria [37]. We previously deleted DmMTPAP by homologous recombination in the fly (*dmmtpap*^*KO*^), demonstrating that polyadenylation was necessary for the integrity of the 3′ terminus of mitochondrial mRNAs [47]. Additionally, mRNA levels were increased in most cases, suggesting that the absence of a poly(A) tail might have prevented their degradation. To test this hypothesis, we crossed flies overexpressing DmPNPase to *dmmtpap*^*KO*^ flies (*dmpnpase*^*OE*^/*dmmtpap*^*KO*^) (S4D Fig) and measured mRNA steady-state levels using Northern blot analysis (Fig 3C and S4E Fig). Mt-mRNA steady-state levels were significantly reduced despite the *dmmtpap*^*KO*^ background, demonstrating that upon overexpression DmPNPase was able to degrade mitochondrial transcripts in the absence of a poly(A) signal. This observation suggests that polyadenylation by MTPAP is not required for the degradation of mitochondrial transcripts, but that other factors might be responsible for regulating mRNA stabilisation.

### LRPPRC protects sense strands of mRNA from the mitochondrial degradosome

One such factor is LRPPRC, known to stabilise mitochondrial mRNAs [48,49]. Additionally, we and others previously demonstrated that LRPPRC is required for sufficient polyadenylation [31,32,50]. In order to investigate the relationship between PNPase, SUV3 and LRPPRC *in vivo*, and to probe whether the degradosome is responsible for the degradation of mRNAs in the absence of LRPPRC, we generated flies with depleted DmPNPase or DmSUV3 in addition to DmLRPPRC1 [32] (*dmlrpprc1*^*KD*^/*dmpnpase*^*KD*^ or *dmlrpprc1*^*KD*^/*dmsuv3*^*KD*^) (S4F Fig). Decreasing either PNPase or SUV3 in combination with LRPPRC stabilised mRNA steady-state levels in comparison to *dmlrpprc1*^*KD*^ alone (Fig 3D), suggesting that indeed, LRPPRC functions as a physical barrier, protecting mRNAs from degradation by the degradosome. Surprisingly though, silencing of DmPNPase did not restore poly(A) tail length in the absence of DmLRPPRC1 (Fig 3E). Thus, the degradosome is not responsible for the reduced polyadenylation, but rather MTPAP has inefficient processivity in the absence of LRPPRC. This is consistent with previous observations, where LRPPRC was able to stimulate MTPAP processivity *in vitro* [50].

### Antisense RNAs are oligoadenylated but not polyadenylated

Processing of the polycistronic transcripts leads to the formation of non-coding anti-sense RNA, which is rapidly removed under normal conditions [20–23]. However, the mechanism for this selective removal is unknown. PNPase and SUV3 have been suggested to degrade antisense RNA in cells and we and others previously reported that silencing of DmSUV3 resulted in the accumulation of antisense RNA [41]. In agreement, loss of DmPNPase also resulted in stabilisation of antisense RNA (Fig 4A). More surprisingly though, loss of polyadenylation due to the absence of DmMTPAP also led to the accumulation of antisense RNA (Fig 4A). Previous work in mice, using immunoprecipitation (PAR-CLIP) against LRPPRC, followed by high-throughput sequencing analysis, suggested that LRPPRC does not bind to antisense RNA [51]. If LRPPRC does not bind antisense RNA, polyadenylation of antisense should be reduced due to the lack of LRPPRC. We therefore analysed the 3′ ends of transcripts antisense to *cox1* in control and *dmpnpase*^*KO*^ larvae and found that these antisense transcripts had a mean length of only 5 adenines, suggesting that antisense RNA is not extensively polyadenylated, possibly due to the lack of LRPPRC stimulation (Fig 4B). This suggests that antisense RNA is quickly removed by DmPNPase and SUV3 prior to protection by LRPPRC, although MTPAP is still able to initiate oligoadenylation, i.e. the addition of only a few adenosines. Sense mRNAs, on the other hand, are protected by LRPPRC, polyadenylated and maintained intact in order to be translated and the resulting proteins being assembled.

**Fig 4:**
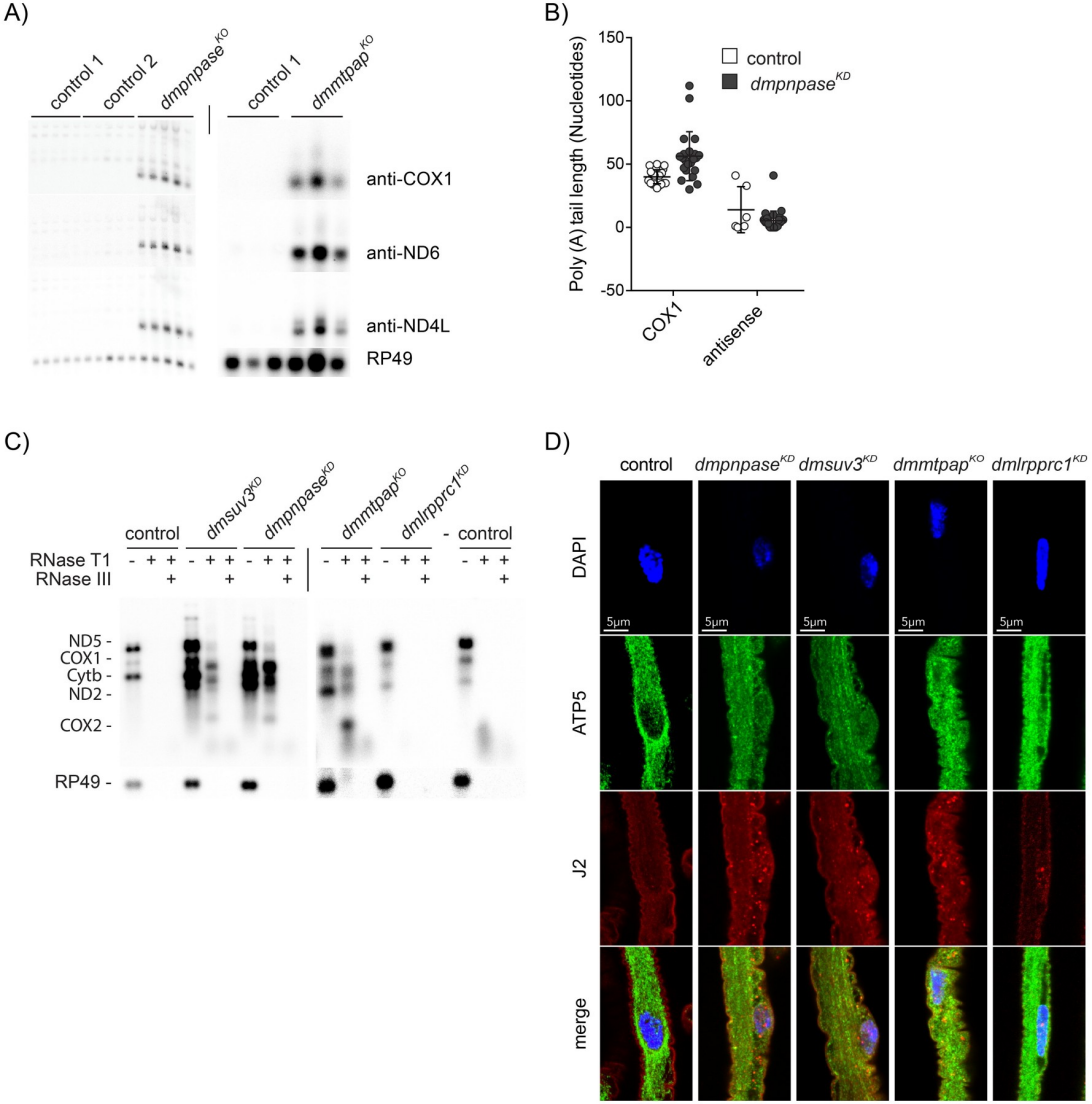
Mitochondrial dRNAs accumulate and localise to the cytoplasm in the absence of mtPNPase, SUV3 and mtPAP. (**A**) Northern blot analysis by formaldehyde-agarose gel electrophoresis with total RNA isolated from 4 day AEL larvae. The signals were detected using double stranded DNA probes and antisense strand oligonucleotide probes. Nuclear encoded RP49 was used as a loading control. (**B**) Poly(A) tail length of COX1 transcripts and COX1 antisense strands in individually sequenced clones after 3′RACE experiments in *dmpnpase*^*KD*^ (n = 22 and n = 31, respectively), and wild type control (w;;, n = 23 and n = 5, respectively) larvae at 4 days AEL. (**C**) Northern blots of total RNA isolated from larvae at 4 days AEL of controls, *dmsuv3*^*KD*^, *dmpnpase*^*KO*^, *dmmtpap*^*KO*^, and *dmlrpprc1*^*KD*^ treated with different RNases as indicated. The blots were probed with 5 different probes against mitochondrial transcripts and with RP49 as a loading control. (**D**) Immunostaining of dsRNA with J2 antibodies (red) in dissected brains from larvae of control, *dmpnpase*^*KO*^, *dmsuv3*^*KD*^, *dmmtpap*^*KO*^, and *dmlrpprc1*^*KD*^. Mitochondria are stained with ATP5a antibodies (green) and nuclei are stained with DAPI (blue).

### Mitochondrial dsRNAs are formed in the absence of PNPase, SUV3 and MTPAP

The accumulation of antisense RNA leads to the possibility of the formation of intermolecular double strand RNA (dsRNA), where sense mRNAs hybridise to their antisense counterpart. Indeed, mitochondrial dsRNAs have already been observed previously *in vitro* [20,52], and their existence in cells was recently demonstrated and even suggested to be able to be released into the cytosol under conditions of perturbed mtRNA degradation [53]. To investigate whether dsRNA also accumulates in flies, we isolated RNA from larvae lacking DmSUV3, DmPNPase, or DmMTPAP and treated the samples with RNases specific for single- (RNase T1) or double-stranded (RNase III) RNA, followed by Northern blot analysis to several mitochondrial targets (see Materials and methods). The accumulation of antisense RNA did indeed lead to the formation of RNA species in the absence of DmPNPase or DmSUV3, which were resistant to RNaseT1-treatment, but which could be removed by RNase III, a nuclease with preferentially dsRNA as substrate (Fig 4C). Surprisingly, *dmmtpap*^*KO*^ larvae also accumulated dsRNA, suggesting that dsRNA can be formed by a range of disrupted processes in mitochondrial RNA metabolism. As expected, larvae lacking DmLRPPRC1 (*dmlrpprc1*^*KD*^) did not show any signs of dsRNA (Fig 4C).

### Mitochondrial dsRNA escapes into the cytoplasm in absence of PNPase, SUV3 and MTPAP

Recently, Dhir and colleagues demonstrated that the disruption of PNPase or SUV3 in cells can lead to the formation of dsRNA, and that this dsRNA can be released from mitochondria in the absence of PNPase [53]. We therefore performed immunohistochemistry on isolated brains from *dmpnpase*^*KO*^, *dmsuv3*^*KD*^, *dmmtpap*^*KO*^, and *dmlrpprc1*^*KD*^ larvae, using the antibody J2 that recognises dsRNA. Our results showed a punctuate cytosolic pattern in *dmpnpase*^*KO*^, *dmsuv3*^*KD*^ and *dmmtpap*^*KO*^ larval brains, while control or *dmlrpprc1*^*KD*^ larvae showed a reduced signal (Fig 4D). In none of the models though, the J2 signal clearly co-localised with mitochondria, as determined by counterstaining against the mitochondrial ATPase subunit, ATP5a, which is likely due to the J2 antibody unable to penetrate mitochondria in the experimental conditions. Nevertheless, these results indicate that dsRNAs can accumulate in the cytosol of fly models lacking *dmpnpase*^*KO*^, *dmsuv3*^*KD*^, or *dmmtpap*^*KO*^. 

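Cytosolic and mitochondrial fractions were prepared from control (w;;) larvae and from dmpnpaseKO larvae, which carry a frame shift in CG11337, at 4 days after egg laying. Each of the 4 combinations of genotype and fraction has 2 libraries, 8 in all. J2 is an antibody that binds double-stranded RNA whatever its sequence. For each library, 5 μg of RNA from a fraction was incubated with 5 μg of J2, and 100 ng of the recovered RNA went into a directional library sequenced with paired-end reads of 42 bp. The authors assigned the reads to the annotated transcripts with salmon and deposited TPM, the share of each gene corrected for transcript length, for 13970 genes. TPM are relative values with the same sum in each library, so the number of reads behind them is unknown and no counting error can be given. They also do not separate the strands, so sense and antisense RNA of a gene are not told apart. Libraries without immunoprecipitation were not analysed here, so a TPM value reflects both the abundance of an RNA in the fraction and its recovery by J2.
CG11337 itself (FBgn0039846, chromosome 3R from 31401560 to 31405452, minus strand) was listed at 0 TPM in 6 of the 8 libraries, at 0.0197 TPM in control mitochondria replicate 1 and at 0.0415 TPM in dmpnpaseKO mitochondria replicate 1, which is too low to check the genotype labels.
Most TPM in 7 of the 8 libraries fell on rRNA pseudogenes, which are annotated copies of the nuclear rRNA genes. Their share ranged from 42.7% in control cytosol replicate 2 to 96.6% in control mitochondria replicate 1. The 12S and 16S rRNAs of mitochondria took 22.8% and 57.1% in the control cytosol, 13.8% and 8.50% in the dmpnpaseKO cytosol, 2.62% and 24.3% in control mitochondria, and 3.24% and 9.01% in dmpnpaseKO mitochondria. The 11 mitochondrial mRNAs in the deposited values (ATPase8 and ND4L were not analysed here) took 0.0130% and 0.0612% of TPM in the control cytosol and 2.13% and 2.01% in the dmpnpaseKO cytosol. In the mitochondrial fraction they took 0.676% and 1.85% in controls and 4.69% and 17.4% in dmpnpaseKO larvae. All other nuclear-encoded genes together stayed at or below 1.18% in each library. The number of genes above 0 TPM was 984 and 2093 in the control cytosol, 8757 and 4846 in control mitochondria, 4736 and 61 in the dmpnpaseKO cytosol, and 11051 and 7681 in dmpnpaseKO mitochondria. In dmpnpaseKO cytosol replicate 2, all 74 ribosomal protein genes that were tested are among the genes listed at 0, so a 0 in that library is not read as absence of the RNA.
Each library was scaled on the rRNA pseudogenes that the methods name, and values were compared as log2(scaled TPM + 1), a scale that understates the change of low genes. Genes with a mean of at least 1 TPM over the 8 libraries were tested with limma, 475 genes in all, with 4 group means that share the estimate of the spread and Benjamini-Hochberg adjustment.

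**Figure D1:**
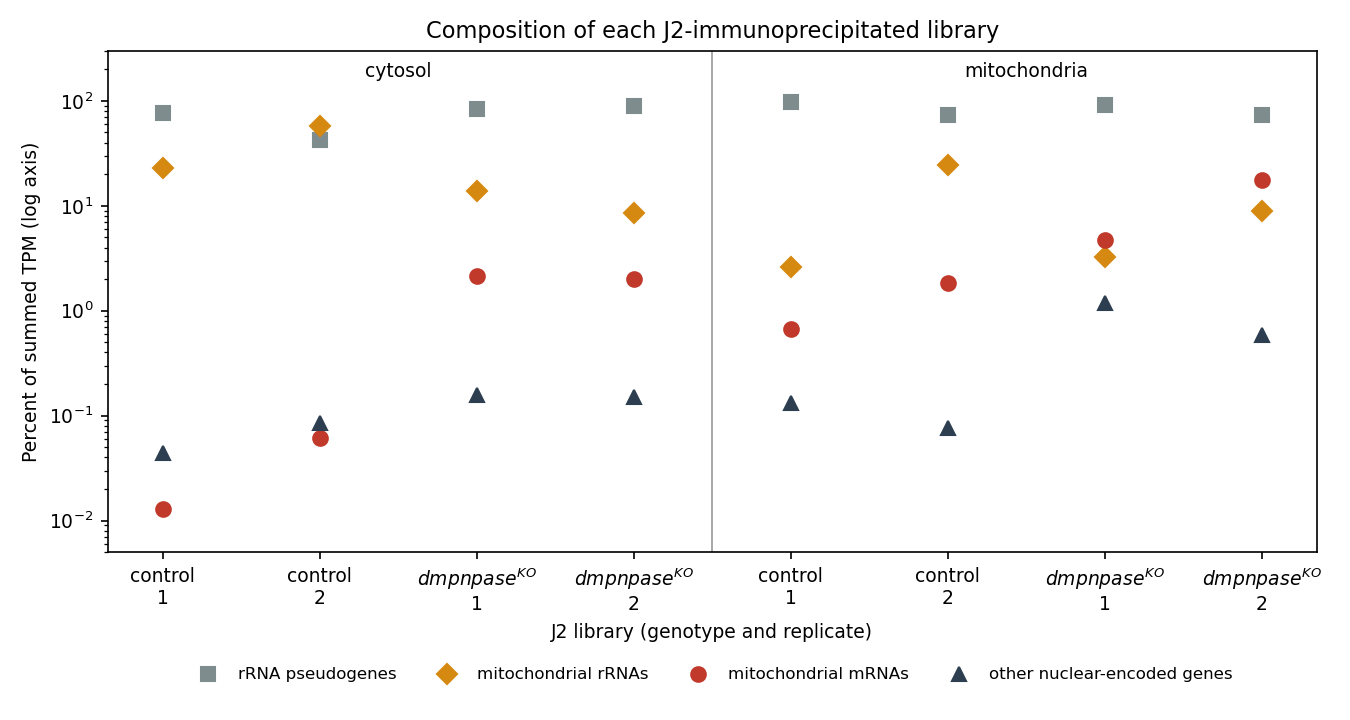
Percent of summed TPM (log axis) taken by rRNA pseudogenes, mitochondrial rRNAs, mitochondrial mRNAs and other nuclear-encoded genes, with a point for each of the 8 J2 libraries. In the cytosol the mitochondrial mRNAs lie at 0.0130% and 0.0612% in controls and at 2.13% and 2.01% in dmpnpaseKO larvae.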

We next performed J2-immunoprecipitation-based dsRNA sequencing (dsRNA-seq) on sub-cellular fractions from *dmpnpase*^*KO*^ larvae in order to identify the nature of these dsRNAs (Fig 5A). Purity of our preparations were confirmed by Western blot analysis (S5A Fig). When normalised to control samples, dsRNA was extensively enriched in both mitochondrial and cytosolic fractions in *dmpnpase*^*KO*^ samples (Fig 5A, and S5B and S5C Fig), indicating that mitochondrial-derived dsRNA can be released from mitochondria in flies. 

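In the cytosol, the median of the 11 mitochondrial mRNAs on the scale of log2(scaled TPM + 1) was 3.41 and 6.57 in the control libraries and 9.64 and 9.74 in the dmpnpaseKO libraries. The median of their log2 fold changes was 5.27. The dmpnpaseKO libraries lay above both controls for 10 of the 11 mRNAs. Chance gives this order to a single gene in 16.7% of cases. Genes of a library can shift together, so the count of mRNAs is not a test. The difference between genotypes was larger than the spread between replicates (SD 2.24 in controls and 0.072 in dmpnpaseKO, n = 2 each). The exact two-sided permutation test of the library medians gave p = 0.333, the smallest p that 2 libraries against 2 allow. In the limma fit, no mitochondrial mRNA passed an adjusted p of 0.05 over the 475 genes. The smallest adjusted p was 0.292, and 7 of the 11 had an unadjusted p under 0.05. With the adjustment made over the 11 mRNAs alone, 5 passed. The 443 nuclear-encoded genes tested had a median log2 fold change of 0.29 in the cytosol, and 0 of them rose above the mitochondrial median. Only 39 nuclear-encoded genes are above 0 in dmpnpaseKO cytosol replicate 2, so most of the 443 enter that library as 0. Such zeros can hold their change down, so this contrast does not show a rise specific to mitochondrial mRNAs. No gene of any kind passed the threshold in the cytosol, while 47 had an unadjusted p under 0.05. Unscaled TPM called 31 genes with 5 mitochondrial mRNAs, and a pseudocount of 0.1 called 14 with 2. Median-of-ratios scaling called 17 with 0 mitochondrial mRNAs. Each other alternative for which calls were counted called 0 genes in the cytosol. Among the alternatives, median-of-ratios scaling moved the mitochondrial median most, to 2.46.
In the mitochondrial fraction, the library medians of the mRNAs were 8.07 and 10.42 in controls (SD 1.66, n = 2) and 11.27 and 13.37 in dmpnpaseKO larvae (SD 1.49, n = 2), again with p = 0.333 in the exact permutation test. The log2 fold changes had a median of 3.24 and ranged from 2.12 for ND5 to 4.40 for ND6, with 9 of the 11 mRNAs above both controls in both dmpnpaseKO libraries. The smallest adjusted p of limma was 0.0901, and 0 of the mRNAs had an unadjusted p under 0.05. Fitted to the mitochondrial libraries alone, limma called 9 of the 11 (smallest adjusted p = 0.00112), and without the intensity trend it called 6 (0.0108). Libraries of the same replicate number deviated together in this fraction (correlation of their deviations across genes 0.68). The fit with the replicate number as a block placed 1 mRNA, CoI, past the threshold (adjusted p = 0.0481 from limma), and 0 of the 11 when adjusted over the mRNAs alone, as in the fit without the block. Within each pair of libraries with the same replicate number, the median of the mRNAs was 3.04 or higher.
Nuclear-encoded genes rose as well in the mitochondrial fraction, with a median log2 fold change of 2.25, and 374 of them passed the threshold upwards and 12 downwards. The block fit called 376 upwards and 12 downwards. Of all genes tested, median-of-ratios scaling called 6 upwards and 12 downwards, and scaling to the summed TPM of nuclear-encoded genes called 1 upwards and 9 downwards. With each library scaled to the same summed TPM of nuclear-encoded genes, the median of the mitochondrial mRNAs was 0.11 in the mitochondrial fraction and 4.64 in the cytosol. As a share of all TPM outside rRNAs and rRNA pseudogenes, the mitochondrial mRNAs took 22.6% and 41.9% in the control cytosol against 93.1% in both dmpnpaseKO cytosol libraries, and 83.7% and 96.1% in control mitochondria against 79.8% and 96.7% in dmpnpaseKO mitochondria. The change from control to dmpnpaseKO did not differ detectably between the fractions for any mitochondrial mRNA (limma interaction, smallest adjusted p = 0.294, and 0.22 with the replicate block).
From the enrichment over controls in the cytosolic as well as the mitochondrial fraction, the paper proposes that dsRNA made in mitochondria can leave them in flies.

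**Figure D2:**
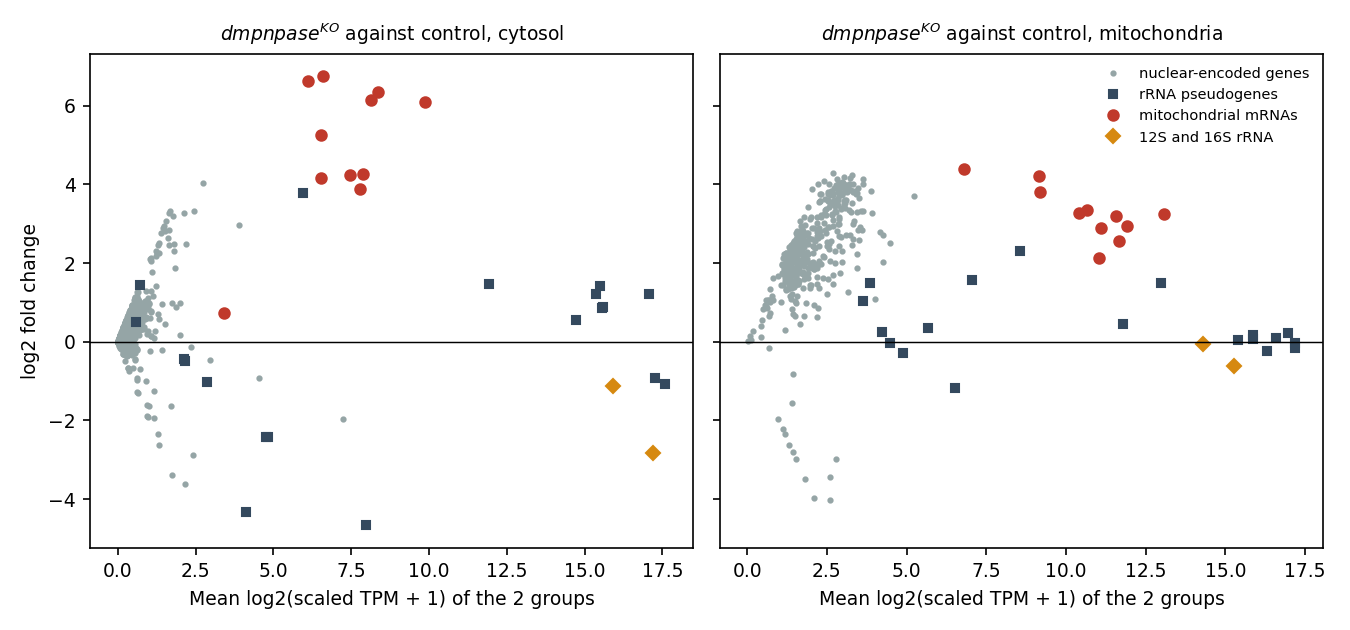
log2 fold change of dmpnpaseKO against control for the 475 genes tested, against the mean of log2(scaled TPM + 1) over both genotypes, in the cytosolic (left) and the mitochondrial (right) fraction. Each point is a gene. Nuclear-encoded genes centre on 0.29 in the cytosol and on 2.25 in mitochondria, and mitochondrial mRNAs on 5.27 and 3.24. Most nuclear-encoded genes are listed at 0 in dmpnpaseKO cytosol replicate 2, which can hold their cytosolic median down.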

To confirm the exclusivity of mitochondrial dsRNA leakage in the absence of PNPase, we investigated the accumulation of dsRNA in *dmpnpase*^*KO*^, *dmsuv3*^*KD*^, and *dmmtpap*^*KO*^ samples with qRT-PCR for mitochondrial transcripts in cytosolic fractions. To our surprise, we observed a significant increase of mitochondrial-derived RNA, sensitive to the dsRNA-specific endoribonuclease RNase III, in cytoplasmic fractions from all 3 models (Fig 5B), suggesting that the dsRNAs observed by immunostaining are indeed of mitochondrial origin. The accumulation of mitochondrial-derived dsRNA in the cytosol could be a consequence of altered mitochondrial morphology. We therefore investigated mitochondrial morphology in the ventral nerve cord of larvae deficient in PNPase, SUV3, MTPAP, or LRPPRC as well as in larvae overexpressing both PNPase and SUV3 by confocal microscopy [54]. However, we observed no gross difference in any of the mutant fly lines to control larvae (S6 Fig).

**Fig 5:**
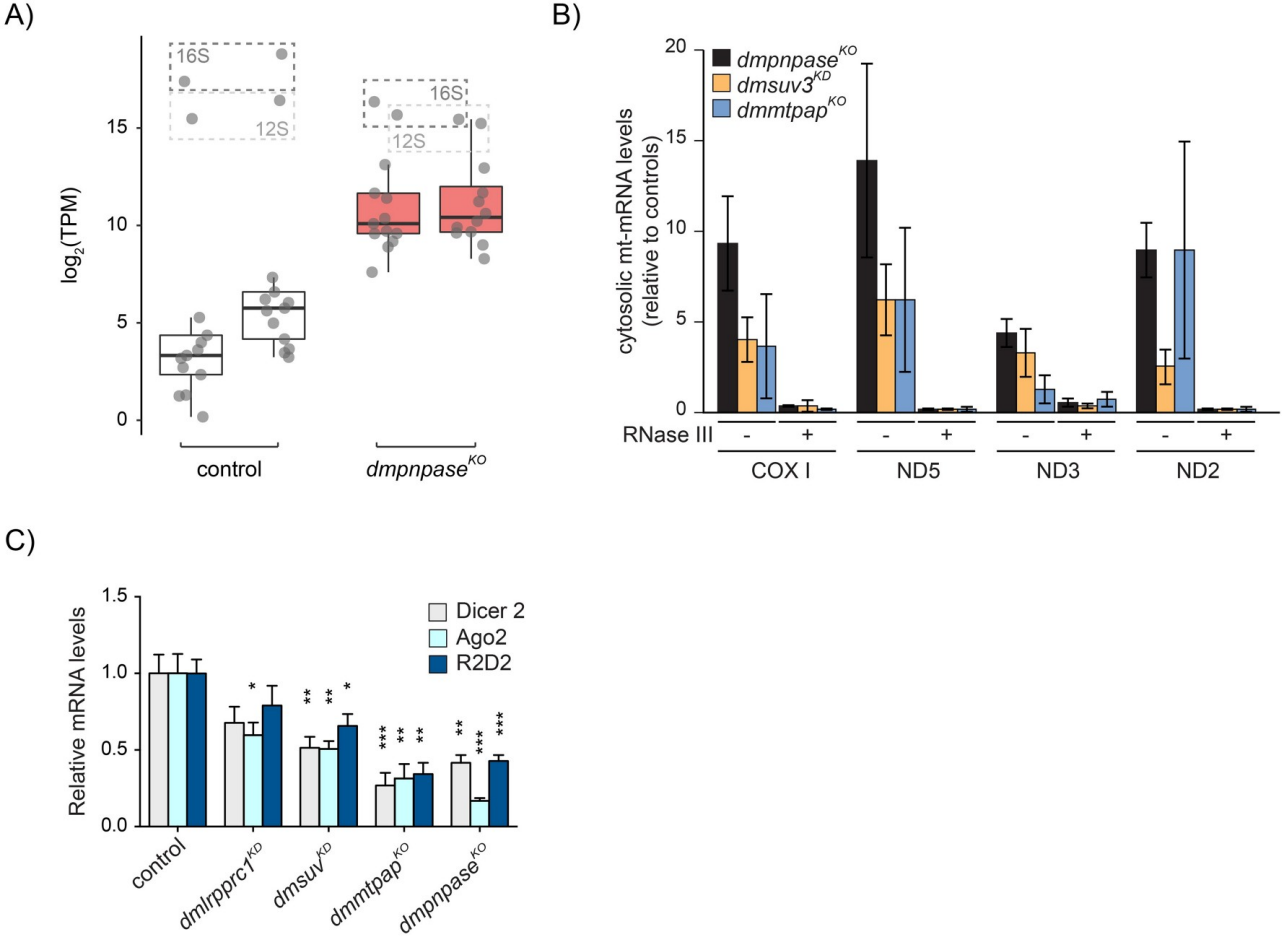
Cytoplasm-localised mitochondrial dsRNAs affect the cellular antiviral response pathways. (**A**) Boxplot showing normalised transcripts per million (TPM) values of double-stranded mitochondrial transcripts within the cytosolic fraction of control and *dmpnpase*^*KO*^ fly models (n = 2). (**B**) qRT-PCR analysis of mtCOX1, mtND5, mtND3, and mtND2 in cytosol, fractionated from larvae of controls, *dmpnpase*^*KO*^, *dmsuv3*^*KD*^, and *dmmtpap*^*KO*^ and treated with RNase III. Data are represented as mean +/- SEM. (**C**) qRT-PCR analysis of Dicer2, Ago2, and R2D2 transcript levels in larvae of controls, *dmlrpprc1*^*KD*^, *dmpnpase*^*KO*^, *dmsuv3*^*KD*^, and *dmmtpap*^*KO*^. All data are represented as mean +/- SEM (***p < 0.001, **p< 0.01, *p< 0.05, n = 5 for *dmlrpprc1*^*KD*^, *dmpnpase*^*KO*^, and *dmsuv3*^*KD*^. n = 3 for *dmmtpap*^*KO*^).

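The mitochondrial transcripts of Fig 5A are not listed in its legend. The 13 mitochondrial genes in the deposited values lie on the mitochondrial genome of BDGP6 between positions 240 and 14916, with 8 of the mRNAs encoded on the plus strand and ND5, ND4, ND1 and both rRNAs on the minus strand. With the scaling on the pseudogenes and pseudocount 1, ND2 (FBgn0013680, 240 to 1263) had the largest log2 fold change in the cytosol, 6.76 (limma standard error 2.46, adjusted p = 0.292). It went from 2.49 and 13.3 TPM in controls to 788 and 1600 TPM in dmpnpaseKO larvae. ND2 also ranked first on unscaled TPM and with the geometric mean. ND6 ranked above it under median-of-ratios scaling (4.11 against 4.05), under scaling to the summed TPM of nuclear-encoded genes (6.27 against 6.23) and with pseudocount 0.1 (7.05 against 6.99). Cyt-b did so with pseudocount 10 (5.94 against 5.63). CoI (FBgn0013674, 1474 to 3009) was the most abundant mitochondrial mRNA in each cytosolic library, with 40.6 and 169 TPM in controls and 9098 and 8082 TPM in dmpnpaseKO larvae, a log2 fold change of 6.09 (standard error 1.69, adjusted p = 0.292). Cyt-b, ND4 and ND6 rose by 6.36, 6.14 and 6.64 with the same adjusted p. The remaining mRNAs apart from ND3 rose by between 3.89 for CoII and 5.27 for ND1. ND3 (FBgn0013681, 5608 to 5961) was the exception. It had 2.57 and 9.91 TPM in controls and 198 TPM in dmpnpaseKO replicate 1, but was listed at 0 in replicate 2, and its log2 fold change of 0.72 turned to −1.25 under median-of-ratios scaling.
The rRNAs did not follow the mRNAs. 16S rRNA (FBgn0013686, 12735 to 14058) fell by 2.83 on the log2 scale (standard error 1.07, adjusted p = 0.292 from limma), from 180468 and 479414 TPM in the control cytosol to 85065 and 45594 TPM. Over the alternatives its adjusted p ranged from 5.94e-05 to 1, and it passed the threshold with pseudocount 0.1, on unscaled TPM and under median-of-ratios scaling. 12S rRNA (FBgn0013688, 14131 to 14916) fell by 1.12, from 47807 and 92038 TPM to 53370 and 39426 TPM, which overlaps between genotypes. The ratio of summed mRNA to summed rRNA TPM does not depend on any scaling factor. It was 0.00057 and 0.00107 in the control cytosol and 0.154 and 0.237 in the dmpnpaseKO cytosol, where it stayed below the 1.45 and 1.93 of dmpnpaseKO mitochondria. It was 0.258 and 0.0762 in control mitochondria.

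**Figure D3:**
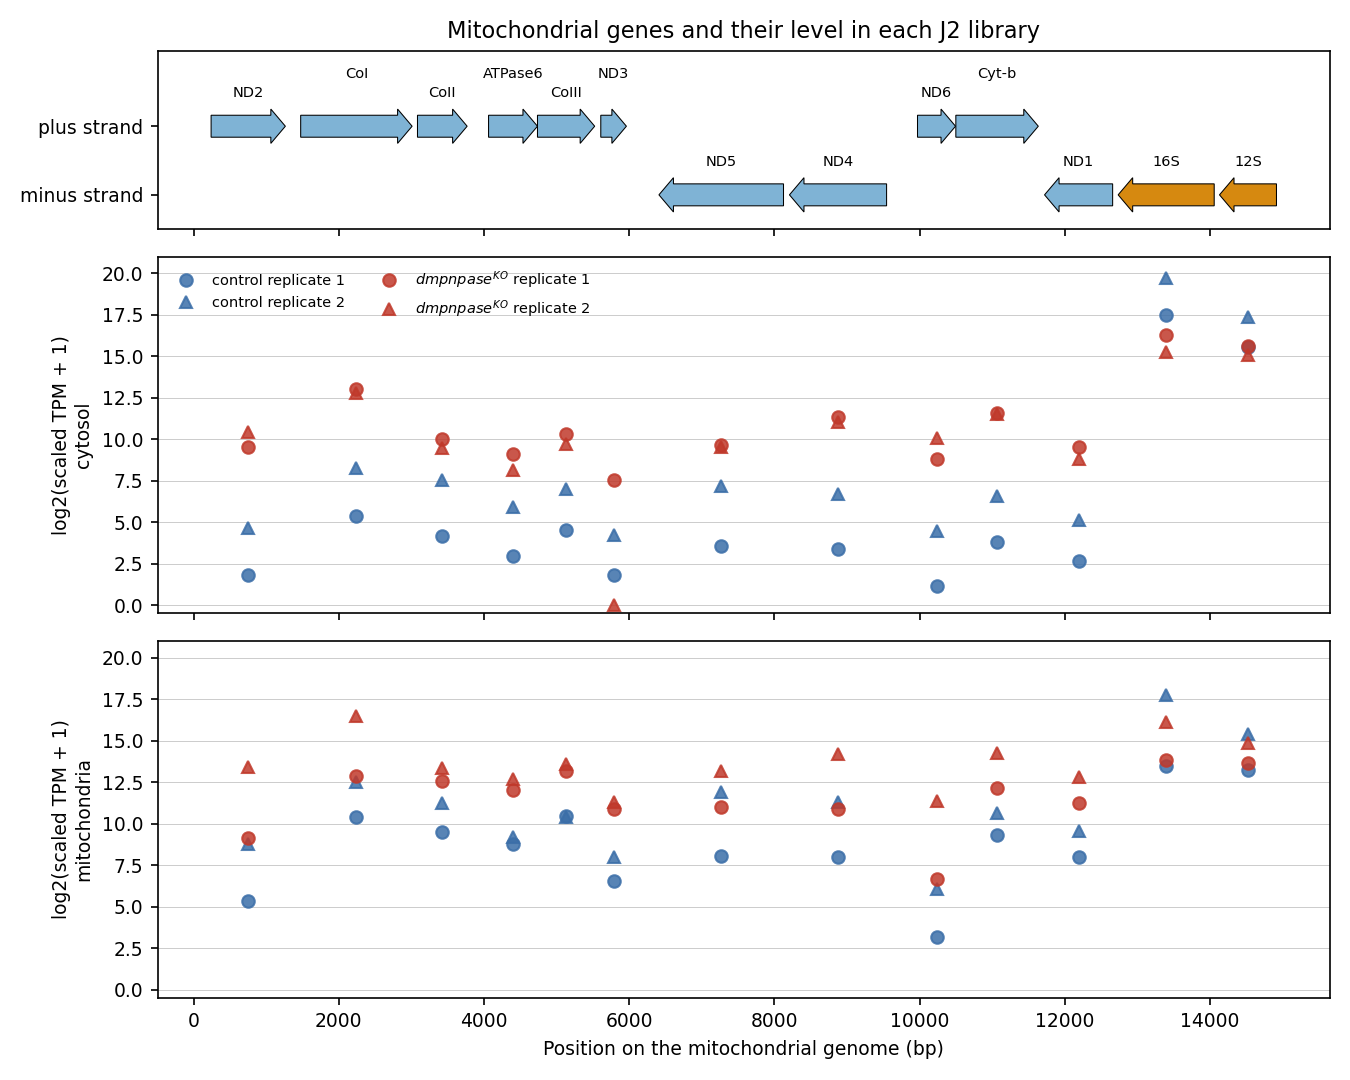
Genes of the mitochondrial genome drawn to scale on their strand (top), and log2(scaled TPM + 1) of each gene in each library of the cytosolic (middle) and mitochondrial (bottom) fraction, plotted at the midpoint of the gene. In the cytosol both dmpnpaseKO libraries lie above both controls for 10 of the 11 mRNAs, and ND3 is listed at 0 in dmpnpaseKO replicate 2.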

Mitochondrial-derived dsRNAs in the cytoplasm have recently been shown to activate the MDA5-driven antiviral signalling pathway in human cell lines [53]. Although flies and humans do not share the same antiviral responses, we analysed mRNA levels of the corresponding antiviral response genes Dicer2, Ago2, and R2D2 in flies [55,56]. Transcript levels of all three factors were significantly decreased in *dmpnpase*^*KO*^ and *dmmtpap*^*KO*^ larvae, with a milder response in *dmsuv3*^*KD*^. Silencing of *dmlrpprc1*, which has an OXPHOS defect but did not leak dsRNA into the cytoplasm, resulted in a trend for reduced transcript levels, with only Ago2 levels being significantly reduced (Fig 5C). Dicer2, R2D2, and Ago2 have been shown to be essential for the fly antiviral defense [57–59], suggesting that the loss of factors involved in mitochondrial RNA metabolism can result in a hypersensitivity to viral infections. Together, our results suggest that dsRNA can escape the mitochondrial matrix upon disruption of several factors involved in the turnover of mitochondrial RNA.

## Discussion

The mechanisms involved in mitochondrial RNA turnover remain poorly understood, and a number of factors have been associated with the degradation of mitochondrial RNAs. Two of these factors, PNPase and SUV3, have been extensively studied, and have been suggested to constitute the mitochondrial degradosome. The majority of these studies have been performed *in vitro* or in cell culture and their *in vivo* role is therefore not always clear. Additionally, many of these studies only investigated a single protein in isolation, but it is increasingly becoming clear that many of these factors work cooperatively. We therefore used a combination of transgenic Dm models to genetically address the interactions of the mitochondrial degradosome, and how PNPase and SUV3 affect the functions of the mitochondrial mRNA stabilising protein, LRPPRC, or the mitochondrial poly(A) polymerase, MTPAP.

We provide *in vivo* evidence that CG11337 is the fly orthologue of PNPase, and its disruption has wide ranging consequences on mitochondrial RNA metabolism and cell function. PNPase has phosphorolytic 3′ to 5′ exoribonuclease activity and its overexpression in Dm led to reduced mitochondrial mRNA steady-state levels, while deletion of DmPNPase led to the accumulation of mitochondrial mRNAs, suggesting a direct role in mRNA turnover. These effects were amplified when both factors of the proposed mitochondrial degradosome were either increased or decreased, further supporting their complementary function. We were surprised, though, that silencing of DmSUV3 had a stronger effect on steady-state levels than DmPNPase knockdown, suggesting that residual PNPase protein levels are highly active, but are dependent on SUV3. In this case, a strict regulation of PNPase function is required to prevent unwanted degradation. However, the mechanism of such regulation remains unknown. Interestingly, effects on rRNAs and tRNAs were less pronounced, suggesting that PNPase and SUV3 are not involved in their turnover and changes might be a secondary response.

The current model of mitochondrial RNA turnover (Fig 6) suggests that the leucine-rich PPR motif-containing protein, LRPPRC stabilises mitochondrial mRNAs, and its disruption leads to a rapid depletion of mitochondrial mRNAs in flies [32], mice [31], and cells [60]. Simultaneous loss of DmLRPPRC1 and the degradosome restored mRNA steady-state levels, supporting the role of SUV3 and PNPase as the main responsible factors for the degradation of transcripts not protected by LRPPRC. Besides degrading mRNAs, loss of the degradosome also resulted in the accumulation of antisense RNA, suggesting that PNPase and SUV3 are also responsible for degrading these RNAs. This is in agreement with recent results that observed the accumulation of antisense RNA upon depletion of the degradosome [34,53]. Interestingly, MTPAP knockout larvae also accumulated antisense RNA, suggesting that polyadenylation might be required for removal. We did indeed observe short poly(A) tails on antisense transcripts, but whether these are required for degradation remains to be investigated. On the other hand, overexpression of DmPNPase could significantly reduce mRNA levels in the absence of polyadenylation, suggesting that transcripts lacking a poly(A) tail are more sensitive to increased PNPase levels, or that polyadenylation might not be a prerequisite for degradation.

**Fig 6:**
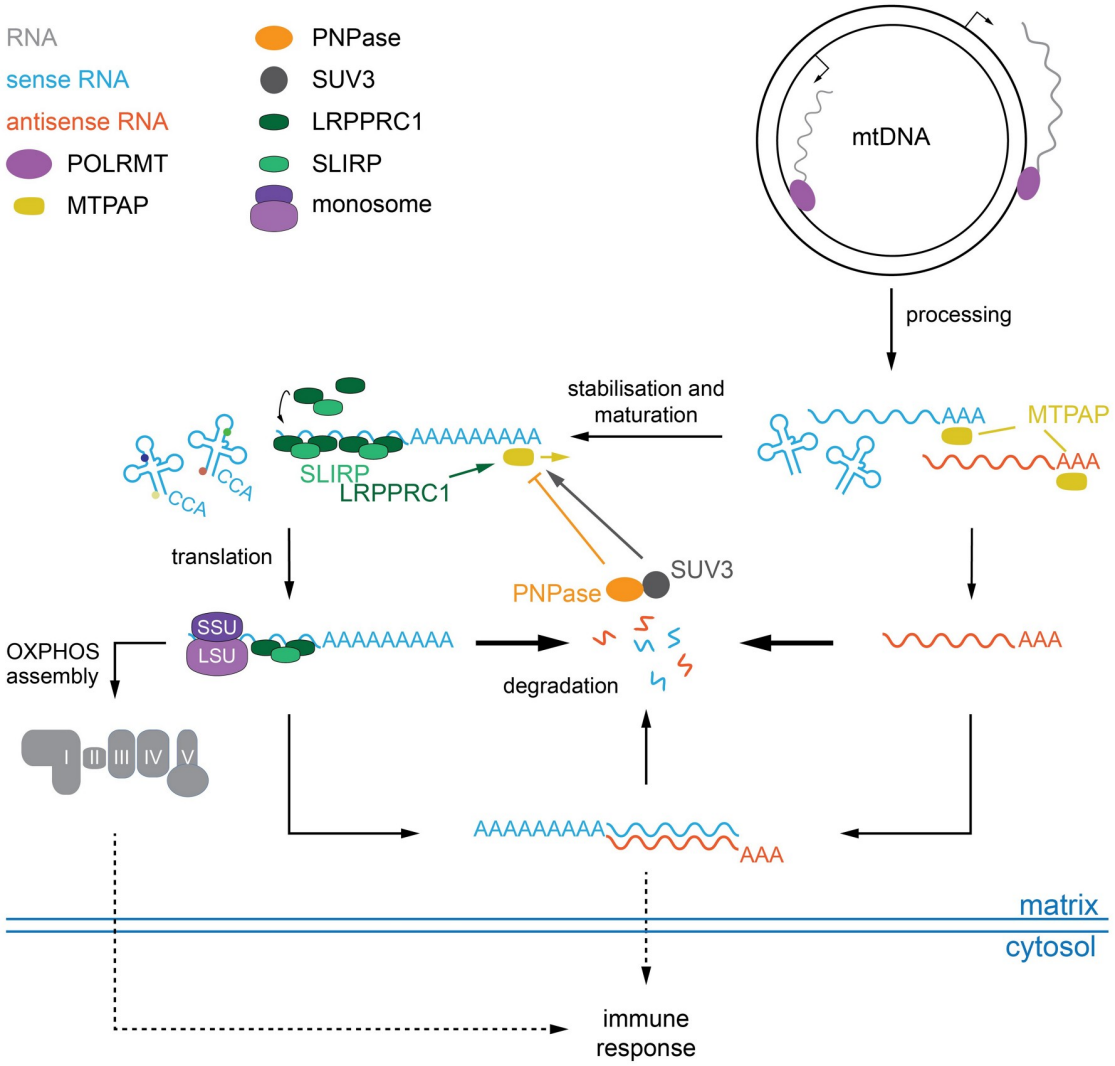
Schematic diagram of the proposed degradation pathway of mitochondrial transcripts. Transcription by POLRMT of polycistronic transcripts is initiated from two promoters on either strand of the mitochondrial genome (mtDNA). Processing into individual, immature transcripts is performed by the RNase P and RNase Z complexes (not indicated), before MTPAP adds short poly(A) extensions to the 3′ ends of both sense and antisense RNAs and potentially also to selected tRNAs. Coding RNAs are stabilised by the LRPPRC/SLIRP complex, matured and fully polyadenylated in an MTPAP/LRPPRC/SUV3-dependent manner. An unknown mechanism targets antisense RNAs directly for degradation by the PNPase/SUV3 complex. In the absence of degradation, or polyadenylation, antisense RNAs are stabilised allowing for the formation of dsRNAs, which are expelled from the mitochondrial matrix by an unknown mechanism. The accumulation of mitochondrial-derived nucleic acids and/or an OXPHOS dysfunction triggers an antiviral immune response.

Several lines of evidence suggest that LRPPRC is required for full polyadenylation of mature mitochondrial transcripts, by stimulating MTPAP [31,32,50,51,60]. Additionally, PNPase, SUV3 and MTPAP have been proposed to form a transient complex to modulate poly(A) tail length in response to cellular energy demands [40]. However, the way how these factors work together *in vivo* has not been investigated. Our data demonstrate that LRPPRC is required for full polyadenylation *in vivo* and that PNPase and SUV3 have opposing effects on MTPAP processivity. Loss of both LRPPRC and PNPase did not restore poly(A) tail length, supporting the idea that shortening of poly(A) tails is not a consequence of degradosome function but rather due to absence of stimulation of MTPAP by LRPPRC, as suggested by *in vitro* studies [50].

The occurrence of short poly(A) tails on antisense RNA suggests two things. First, antisense RNAs are not recognised by LRPPRC, because even when stabilised due to the disruption of PNPase, they are not fully polyadenylated. Further, it also suggests that MTPAP can initiate adenylation in the absence of LRPPRC, but full polyadenylation requires LRPPRC interaction. The notion that LRPPRC does not bind antisense RNA is supported by recent PAR-CLIP experiments against LRPPRC that did not identify unprocessed or antisense RNA [51]. What distinguishes sense from antisense RNA is not clear, but recently the quasi-RNA recognition motif (qRRM) protein GRSF1 has been shown to recognise and—together with PNPase and SUV3—resolve and degrade G-quadruplex structures, which predominantly occur in non-coding mitochondrial RNAs [34]. GRSF1 is not conserved outside of vertebrates and thus additional mechanisms are likely to distinguish different RNA species, although structural elements in the RNAs are likely. In addition, the presence of a start codon on sense transcripts and consequently the recruitment of regulatory proteins and translational activators might rapidly target the transcripts for translation and hence make them escape the degradation apparatus. Further, it is possible that the formation of dsRNA prevents LRPPRC binding, and thus, full polyadenylation. Nevertheless, we confirm the involvement of both PNPase and SUV3 in the degradation of both mRNAs and antisense RNAs *in vivo*, and that both factors are able to modulate polyadenylation of mitochondrial mRNAs. Further, we reveal that this influence acts only on mRNA associated with LRPPRC, but that the stimulatory effect of LRPPRC on polyadenylation occurs after initiation of adenylation by MTPAP. Thus, we provide a hierarchical order of mitochondrial transcript maturation, where immature coding transcripts are first adenylated by MTPAP, followed by stabilisation by LRPPRC and full polyadenylation in a SUV3-dependent manner. Additionally, our data demonstrate that non-coding antisense transcripts, which are routinely generated during mitochondrial transcription, are recognised by MTPAP, but not by LRPPRC and are therefore rapidly degraded in a SUV3/PNPase-dependent manner (Fig 6).

Our results indicate that the accumulation of mitochondrial antisense RNA can lead to the formation of dsRNA species, by disrupting PNPase, SUV3, as well as MTPAP. DsRNA in mitochondria was first described by Young and Attardi [52], but recently shown to be released into the cytosol in the absence of PNPase in mammalian cells, where this release could increase interferon B1 (IFNB1) levels via the RNA sensor MDA5 and subsequently via MAVS [53]. Various reports suggest that the accumulation of mitochondrial-derived nucleic acids in the cytosol can trigger the innate immune response in mammals [53,61–64]. In human cells, the release of dsRNA seems to be restricted to the loss of PNPase, as silencing of human SUV3 leads to the accumulation of dsRNA but not their release into the cytosol [53]. In contrast, we show that the release of mitochondrial dsRNA can be caused by a variety of cellular stresses *in vivo*, including the loss of PNPase, SUV3 or MTPAP, suggesting that the release of dsRNA might be a downstream consequence to a mitochondrial defect.

Neither the MDA5-MAVS signalling pathway, nor IFNB1 are conserved in Dm. Instead, Dm use Dicer2, which together with Ago2 and R2D2, constitutes the main RNA sensor in antiviral signalling [57–59]. We demonstrate a down regulation of these antiviral response factors, suggesting an increased sensitivity to viral infections. Dicer2 processes dsRNA into 21nt duplex siRNA, and the Dm models described here accumulated long stretches of mitochondrial-derived dsRNA into the cytoplasm, which is consistent with the reduced levels of Dicer2 observed in these lines. It is likely that the mitochondrial dysfunction, observed in these flies, has at least a partial impact on the ability to respond to viral infections, although it is not clear whether the release of mitochondrial-derived dsRNA is the primary signal. How and why dsRNAs are released into the cytoplasm is not known, but we failed to observe any obvious morphological changes in the mitochondrial network in the brains of the investigated Dm models. Nevertheless, there is growing evidence for an important role for mitochondrial function in human immunity [61,65]. The altered immune responses to mitochondrial defects observed here could explain why some patients with mitochondrial disease respond catastrophically to infections [64,66]. However, it will also be important to understand if and in what way the existence of dsRNA inside the mitochondrial network can affect mitochondrial function.

## Materials and methods

### *Drosophila* stocks, maintenance and hatching rates

All genomically engineered fly lines were maintained and experiments performed at 25°C and 60% humidity on a 12h:12h light:dark cycle and fed on a standard yeast–sugar–agar (10-5-1) medium. All fly stocks were backcrossed for at least 6 generations into the white Dahomey Wolbachia-free background (*w*). For *in vivo* knockdown of *dmpnpase*, a w;UAS-*dmpnpase*-RNAi; line was obtained from the Vienna Drosophila Resource Centre (VDRC, #108198). For *in vivo* knockdown of *dmsuv3* a w;UAS-dmsuv3-RNAi; line was obtained from the National Institute of Genetics (NIG-Fly, Japan, #9791R-2).

Ubiquitous knockdown of *dmsuv3*, *dmpnpase* or double mutants was achieved by crossing the UAS-RNAi lines to the driver line daughterless GAL4 (w;;daGAL4). The balancer fly line stocks (+;CyO/Gla;+); and (+;+;TM3,Sb Ser/TM6B) were used to generate all the double mutants line stocks. Constructs for the generation of fly lines overexpressing DmPNPase or DmSUV3 were sent for embryo injection to BestGene (California, USA).

For adult hatching rate measurements, flies were allowed to lay eggs on grape juice agar plates for 8h. Then, the eggs were collected and transferred to vials (100 eggs/vial) with yeast–sugar–agar medium. Hatching was recorded daily. At least five biological replicates were performed per genotype.

### Generation of DmPNPase KO using CRISPR/Cas9

The generation of the PNPase^KO^ line (*dmpnpase*^*KO*^) was performed as previously described [67], using the transgenic fly line *nos*-*cas9* (Bloomington stock centre: 54591). Genomic DNA from the *cas9*-fly strain was used to amplify and sequence the *dmpnpase* gene for the selection of CRISPR targets. The *pnpase* sequence was submitted to CRISPR Optimal Target Finder [68] and two target sites (5′: GACCTTCAGTTCCGGCCGCC and 3′: ATCTAATATTCTGGACATC) with the lowest off-target cleavage score were selected. The cloning strategy of the gRNAs into pCFD4 plasmid (AddGene plasmid 49411) was followed as in [67]. Briefly, the *dmpnpase* target sites were included in forward and reverse primers with homology to pCFD4, and used on a PCR using the plasmid as template. PCR products were then cloned into the BbsI-digested pCFD4 vector by Gibson assembly. The pCFD4 plasmid containing the gRNAs was injected into embryos in Bestgene to generate a gRNA expressing fly line. To induce germ line cleavage, the transgenic *nos-cas9* virgin females were crossed to gRNA–expressing males. Resulting chimaeras were individually crossed to TM3/TM6B balancer flies, and the offspring was screened by for deletions at the *dmpnpase* locus. Individual candidate flies were again crossed to the TM3/TM6B balancer line, followed by screening for homozygous lethality in the offspring of intercrosses. PCR screening was performed as follows. The wings of candidate flies were incubated at 37°C for 45 min in 50 μl of freshly prepared adult fly homogenisation buffer (10 mM Tris-HCl,pH 8.2, 25 mM NaCl, 1 mM EDTA, 0,2 μg/μl proteinase K) and 2 μl of the homogenate was used for the PCR, subsequent screening and sequencing. The obtained *dmpnpase*^*KO*^ lines were backcrossed for 6 generations to a w^Dah^ background to remove possible off-target effects.

### Constructs

Full-length *dmpnpase* cDNA was obtained from the Drosophila Genomics Resource Centre (LD03255). *dmpnpase* cDNA was cloned into pEGFP-N3 plasmid (Clontech) to generate a DmPNPase-GFP fusion construct. To generate a *dmpnpase-Flag* fusion construct the cDNA was amplified with a reverse primer carrying an in-frame FLAG tag. The cDNAs were cloned into pUAST plasmid to generate the *dmpnpase*-overexpressing fly lines. Primers used for the cloning of *dmpnpase* are listed in S1 Table.

### Cell culture, transfection and Dm cellular sub-fractionations

HeLa cells were cultured in high-glucose DMEM (Thermo Scientific) supplemented with 10% foetal bovine serum (BSA) at 37°C in a 5% CO_2_ atmosphere. For co-localisation studies, HeLa cells were transfected with a *dmpnpase*-GFP fusion construct, using a calcium phosphate transfection kit (Sigma-Aldrich), following the manufacturer’s instructions. 48 hours after transfection HeLa cells were fixed with 4% PFA and decorated with anti-TOM20 antibody (Santa Cruz, sc-11415). Images were obtained with a Nikon Confocal Microscope at the Live Cell Imaging Unit, Karolinska Institutet.

Dm nuclear, cytoplasmic and mitochondrial fractions were prepared from larvae four days after egg lay (AEL) by differential centrifugation as previously described [69]. Purity was assessed by Western blotting, using primary antibodies against Histone H3 (Santa Cruz Biotechnology, dilution 1:200), Complex I-subunit NDUFS3 (Mitoscience MS112, dilution 1:1000), tubulin (Sigma, dilution 1:1000), porin (Abcam, dilution 1:5000) and FLAG (Sigma, dilution 1:1000). Protein bands were visualised with Clarity Western ECL substrate (Bio-Rad).

To obtain Percoll purified mitochondria, 3 mg of crude mitochondria were layered on 20% Percoll in STE buffer (250 mM sucrose, 5 mM Tris, 2 mM EGTA, pH 7.4) and centrifuged at 40,000g for 30 min at 4°C in a Beckman SW41 rotor. The pure mitochondrial fraction was pipetted off the bottom of the tube and washed twice in STE buffer at 7,000g to dilute residual Percoll. Mitochondria were pelleted at 9,000g, flash-frozen in liquid nitrogen and stored at -80°C until further analysis.

### Biochemical evaluation of respiratory chain function

For mitochondrial isolation third-instar larvae were homogenised in ice-cold isolation buffer STE (250 mM sucrose, 5 mM Tris, 2 mM EGTA, pH 7.4) + 5% BSA (w/v), using a Dounce homogeniser. Cellular debris was pelleted at 1,000g for 5 min and supernatants were transferred to new tubes. Mitochondria were washed twice at 3,000g and the final mitochondrial fraction was pelleted at 7,000g and resuspended in STE buffer. For determination of the activities of respiratory chain complexes, protein concentration of the mitochondrial preparations was determined using a Qubit fluorometer and mitochondria were resuspended in 250 mM sucrose, 15 mM KH_2_PO_4_, 2 mM MgAc_2_, 0.5 mM EDTA and 0.5 g/L BSA, pH 7.2. Biochemical activities of the respiratory chain complexes were determined as previously described [70].

For oxygen consumption measurements, larvae at 4 days AEL were dissected and resuspended in Mir05 respiratory buffer (110 mM sucrose, 10 mM KH_2_PO_4_, 3 mM MgCl_2_, 0.5 mM EGTA, 60 mM lactobionic acid, 20 mM taurine, 20 mM HEPES, BSA 1 g/l pH 7.1). Oxygen consumption was measured at 25°C using an oxygraph chamber (OROBOROS). Larvae were permeabilised with 0.02 mg/ml digitonin. Complex I-dependent respiration was assessed by adding the substrates malate (2 mM) and glutamate (10 mM), followed by addition of 2.5 mM ADP. Complex I-independent respiration was measured in the presence of 0.5 μM rotenone. Complex II-dependent respiration was measured using 10 mM succinate (SUCC). Complex III was inhibited with 2.5 μM antimycin A. Finally, Complex IV activity was measured by addition of 2 mM ascorbate and 0.5 mM N,N,N’,N’-tetramethyl-p-phenylenediamine dihydrochloride (TMPD) and subsequent addition of 1mM potassium cyanide. Assessment of the quality of the measurements was performed by adding 10 μM cytochrome *c* to the samples. Finally, the protein content was determined by the Bradford method (BioRad) in order to normalise the oxygen consumption flux to protein content.

### Blue-Native polyacrylamide gel electrophoresis (BN-PAGE) and in-gel activity assays

BN-PAGE and in-gel staining for complex I and IV activities was performed on isolated mitochondria. Mitochondria were pelleted and lysed in digitonin buffer (1% digitonin, 20 mM Tris pH 7.4, 0.1 mM EDTA, 50 mM NaCl, 10% glycerol, 1 mM PMSF). After 15 min of incubation on ice, insolubilised material was removed by centrifugation at 4°C. The supernatant was mixed with 10x loading dye (5% (w/v) Coomassie Brilliant Blue G-250, 100 mM Tris pH 7, 500 mM 6-aminocaproic acid) and loaded on 4–10% gradient BN-PAGE gels. In-gel complex I activity was determined by incubating the BN-PAGE gels in 2 mM Tris-HCl pH 7.4, 0.1 mg/ml NADH and 2.5 mg/ml iodonitrotetrazolium chloride. In-gel complex IV activity was determined by incubating the BN-PAGE gels in 0.05mM phosphate buffer pH 7.4, 0.5 mg/ml 3.3′-diamidobenzidine tetrahydrochloride (DAB), 1 mg/ml cytochrome *c*, 0.2 M sucrose and 1 μg/ml catalase. Stainings were carried out at room temperature.

### DNA isolation and qPCR

Genomic DNA was isolated from 4 days AEL larvae with the DNeasy Blood and Tissue Kit (Qiagen), following manufacturer’s instructions. Mitochondrial DNA levels were determined by quantitative real-time PCR (qRT-PCR) on a QuantStudio 6 Flex Real-Time PCR System (Thermo Scientific), using Platinum SYBR Green qPCR supermix-UDG (Thermo Scientific). Reactions were carried out in triplicates in a final volume of 20 μL with 5 ng of DNA and 10 pmol of specific primers (primers are listed in S1 Table).

### RNA isolation, quantitative RT-PCR (qRT-PCR) and Northern blot analysis of Dm mitochondrial RNAs

Total RNA was isolated, using the ToTALLY RNA kit (Thermo Scientific) and quantified with a Qubit fluorometer (Thermo Scientific). Reverse transcription was performed using High Capacity cDNA Reverse Transcription Kit (Thermo Scientific). qRT-PCR was performed on a QuantStudio 6 Flex Real-Time PCR System, using the TaqMan Universal Master Mix II, with UNG and TaqMan assays (Thermo Scientific) or Platinum SYBR Green qPCR supermix-UDG (Life Technologies). TaqMan assays and primers used for qPCR are listed in S1 Table.

For Northern blot analysis 3 μg of total RNA was separated by neutral 10% PAGE for mitochondrial tRNA separation or 1% MOPS-formaldehyde agarose gels for mitochondrial mRNAs. Separated RNAs were transferred to Hybond-N+ membranes (GE Healthcare) and hybridised with either randomly [^32^P]-labelled dsDNA probes, [^32^P]-labelled strand-specific RNA probes or with strand-specific [^32^P]-end labelled oligonucleotide probes. Oligonucleotide used to generate all the probes are listed in S1 Table.

### *In organello* transcription and translation assays

Mitochondria were isolated from 4 days AEL larvae and *in organello* transcription assays were performed as previously described [32]. In brief, 200μg of fresh mitochondria were incubated for 45 min in transcription buffer (30μCi [^32^P]-UTP, 25mM sucrose, 75mM sorbitol, 100mM KCl, 10mM K2HPO4, 50μM EDTA, 5mM MgCl2, 1mM ADP, 10mM glutamate, 2.5mM malate, 10mM Tris-HCl pH 7.4 and 5% (w/v) BSA), followed by RNA extraction, separation on a 1% MOPS-formaldehyde agarose gel and transferring to Hybond-N+ membranes (GE Healthcare). Mitochondrial *de novo* translation in isolated mitochondria was assayed as previously described [32], using easy-tag EXPRESS ^35^S protein labelling mix (Perkin Elmer). Equal amounts of mitochondrial protein were separated on 17% SDS-PAGE gels, followed by staining with 1g/L Coomassie Brilliant Blue in 20% ethanol and 10% acetic acid. Gels were then destained, dried and exposed to a PhosphorImager screen to visualise the mitochondrial translation products.

### 3′ RACE (Rapid Amplification of cDNA Ends)

The assay was performed as previously described [71]. In summary, 3 μg of isolated RNA was ligated to a phosphorylated oligonucleotide linker using T4 RNA ligase 1 (New England Biolabs). RNA was precipitated and cDNA synthesis was performed using a primer complementary to the linker sequence (anti-linker) and SuperScript II Reverse Transcriptase (Thermo Scientific). The 3′ end of mitochondrial RNAs was PCR amplified using the anti-linker and gene-specific primers. The PCR products were then cloned into pCRII-TOPO and transformed in One Shot TOP10 *E*. *coli* (Thermo Scientific) according to manufacturer’s instructions. The plasmids were purified and the insert was sequenced using M13 sequencing primers. The linker and primers for the 3′RACE experiments are listed in S1 Table.

### Western blot analysis

Western blot analyses were performed using mitochondrial protein extracts according to the Cell Signaling Technology protocol (CellSignaling). Protein extracts were separated on 4–12% or 12% NUPAGE acrylamide gels (Thermo Scientific) and after transfer to PVDF membranes (Millipore) decorated with the following antibodies: Complex I-subunit NDUFS3 (Abcam ab14711, dilution 1:1000), complex IV-subunit COX3 (Abcam ab110259, 1:500), Tubulin (Sigma, T6199, dilution 1:2000), Histone H3 (Sigma, H0164, dilution 1:1000), Flag (Sigma, F3165, dilution 1:1000) and VDAC1 (Abcam ab14734, dilution 1:1000–2000). Protein bands were visualised with Clarity western ECL substrate (Bio-Rad).

### Immunofluorescence of larvae brains

For J2 immunofluorescence on larvae brain, tissues were dissected in PBS, fixed for 5 minutes in 4% formaldehyde, and washed for 5 minutes. Larvae brain were then permeabilised for 2 hours in 0.5% Triton X-100 in PBS, and saturated for 1 hour in 0.5% BSA, 0.1% Tween 20 in PBS (PBTB). Primary antibodies anti-dsRNA (Scicons J2: anti-dsRNA/100105500) and anti ATP synthase subunit 5a (Abcam ab151229) were used at 1:200 in PBTB for overnight at 4°C, and later washed for 1 hour in 0.1% Tween in PBS (PBTW). Secondary antibodies (Molecular Probes, IgG,568, A-11031, and Life Technologies, Alexa Fluor488, A-11008) were used at 1:500 for 2 hours and washed for 1 hour in PBTW. Preparations were mounted in Vectashield/DAPI (Vector). A LSM880 Zeiss confocal microscope was used for imaging.

Mitochondria of the ventral nerve cord were visualised by crossing *dmpnpase*^*KO*^, *dmsuv3*^*KD*^, *dmlrpprc1*^*KD*,^ *dmmtpap*^*KO*^, or *dmpnpase*^*OE*^*/dmsuv3*^*OE*^ flies to previously generated UAS-mit::dendra2 flies (w;elav-gal4,*uasmit*::*dendra2*;) [54]. For in situ detection of mit::dendra2, living larval central nervous systems were rapidly dissected, mounted into PBS, and immediately imaged, using a LSM880 Zeiss confocal microscope.

### Massive parallel sequencing and computational analysis

Human PNPase (PNPT1; NM_033109) or yeast DSS1p (UniProtKB—P39112) were used in protein BLAST searches against the Dm reference protein database. ClustalW alignment was performed using Geneious R6 software (Biomatters; http://www.geneious.com).

DsRNA-seq was performed as described previously [53] with slight modifications. 5μg of RNA from purified mitochondrial and cytoplasmic fractions were used for IP with anti-dsRNA J2 ab. The RNA was diluted in 1.5ml NET-2 buffer (reconstituted to 10mM MgCl2 and 0.1% NP-40) and incubated with 5μg of J2 ab bound to 50μl Protein-G beads for 2 hrs in cold room. Washings were done twice with HSWB and NET-2 buffer respectively. The bound RNA was extracted using Trizol. The resulting 100 ng of J2-IPed dsRNA were used to make the libraries according to the manual of NEBNext Ultra II Directional RNA Library Prep kit for Illumina (New England Biolabs). Libraries were quantified using Agilent 2100 Bioanalyzer (Agilent Technologies). Libraries were sequenced on Illumina NextSeq 550 with 42bp paired-end reads.

Transcripts per million (TPM) values were determined by quasi-mapping of paired-end reads with salmon v0.11.3 [72] against a cDNA library of BDGP6 (release 94). Normalisation factors were calculated from the average TPM values of all transcripts with average TPM values above 14, which were 28SrRNA-Psi:CR40596, 18SrRNA-Psi:CR41602, 28SrRNA-Psi:45851, 5.8SrRNA-Psi:CR45854, 28SrRNA-Psi:CR45855, 28SrRNA-Psi:CR45859, 18SrRNA-Psi:CR45861 and 28SrRNA-Psi:CR45862, excluding mitochondrial lrRNA and srRNA. 

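The 8 named rRNA pseudogenes carried between 42.5% (control cytosol replicate 2) and 95.6% (control mitochondria replicate 1) of all TPM in a library. The values as deposited do not include this scaling. The factors from the arithmetic mean of the 8, relative to the average library, were 1.01 and 1.82 in the control cytosol, 0.808 and 1.06 in control mitochondria, 0.932 and 0.874 in the dmpnpaseKO cytosol, and 0.864 and 1.10 in dmpnpaseKO mitochondria. With the geometric mean in its place, control cytosol replicate 2 had a factor of 3.18, because the pseudogenes did not move together in that library. 28SrRNA-Psi:CR45859 (FBgn0267519, X from 23214452 to 23217140) had 9505 TPM there against 73307 TPM in replicate 1, while 28SrRNA-Psi:CR45855 (FBgn0267515, X from 23205822 to 23206525) had 68661 against 66166 TPM. After scaling, the log2 fold changes of the 8 between genotypes ranged from −1.08 to 1.42 in the cytosol. In mitochondria they ranged from −0.25 to 0.23. None passed an adjusted p of 0.05 (limma, smallest 0.292 in the cytosol and 0.569 in mitochondria). The 8 set the scaling, which removes a shift common to them, so this cannot show a stable reference. The cytosolic extremes, 18SrRNA-Psi:CR41602 (−1.08) and 28SrRNA-Psi:CR45851 (1.42), had unadjusted p of 0.00617 and 0.0103 (limma). Reads may be split between pseudogenes of the same rRNA, whose sequences were not compared here, so the value of any single pseudogene is uncertain. In the gene-level values, 40 genes other than the mitochondrial rRNAs have a mean TPM above 14, and 8 genes have a log2 of the mean TPM above 14. The latter, a threshold chosen after seeing the data, are the 8 named ones.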

Data was visualised with R v3.5.1 (accessed July 2018) (R code Team 2018). IGV views were generated after mapping paired fastq-files with bowtie2 v2.3.4.3 (September 2018, [73]) against a BDGP6 index, and conversion and sorting with samtools v1.9 [74]. Sorted bam-files were indexed and opened with the Integrated Genomics Viewer 2.4.16 Java application [75].

### Statistical analysis

All data were analysed using Prism 6 software and are represented as mean ± standard error of the mean (SEM). An unpaired t-test was used to analyse the statistical significance of the results. The exception is for the poly(A) tail data, where the error bars represent the mean ± SD and Mann-Whitney test was used to analyse the statistical significance of each experimental group sets.

## Supporting information

S1 Fig Graphic representation of the genomic locus of CG11337. **Related to** Fig 1. Protein domains and electropherogram of control (*dmpnpase*) and CRISPR/Cas9 gene edited knockout (*dmpnpase*^*KO*^) samples are shown. Guide RNA is shown in insert.
(TIF) Click here for additional data file.

S2 Fig Genetic and functional characterisation of *dmpnpase*^*KO*^ and *dmpnpase*^*KD*^ samples. **Related to** Figs 1 and 2. (A) *De novo* mitochondrial translation in isolated mitochondria from *dmpnpase*^*KO*^ and control larvae (w;;) at 4 days AEL. Samples were loaded according to protein quantification and controlled by Coomasie Blue staining.(B) Body size comparison in controls (w;;), *dmpnpase*^*KD*^ and *dmpnpase*^*KO*^ larvae at 4 days AEL, scale bar size 1mm. (C) qRT-PCR of *dmpnpase* transcript levels in silenced and controls (as described in B) larvea at 4 days AEL. Ribosomal Protein (RP) 49 transcript was used as an endogenous control. (D) Hatching rates of *dmpnpase*^*KD*^ and control flies as described in B. (E) Isolated respiratory chain enzyme activities in *dmpnpase*^*KD*^ (w;UAS-*dmpnpase*RNAi/+;daGAL4/+) and controls (control 1: w;;daGAL4/+, control 2: w;UAS-*dmpnpase*RNAi/+;) larvae at 4 days AEL. Mitochondrial protein extracts from larvae at 4 days AEL were assessed for complex I (NADH coenzyme Q reductase), complex I+III (NADH–cytochrome *c* reductase), complex II (NADH cytochrome *c* reductase), complex III (succinate dehydrogenase), complex II+III (succinate cytochrome *c* reductase) and complex IV (cytochrome *c* oxidase). (F) *De novo* mitochondrial transcription in isolated mitochondria from *dmpnpase*^*KD*^ (w;UAS-*dmpnpase*RNAi/+;daGAL4/+) and controls (control 1: w;;daGAL4/+, control 2: w;UAS-*dmpnpase*RNAi/+;) larvae at 4 days AEL. Mitochondrial rRNA 12S was used as RNA loading control and porin as a mitochondria input control. (G) Mitochondrial mRNA steady-state levels in *dmpnpase*^*KD*^, and its controls at 4 days AEL by qRT-PCR. RP49 transcript was used as an endogenous control.
(TIF) Click here for additional data file.

S3 Fig Characterisation of mitochondrial RNAs in *dmpnpase*^*KO*^ samples. **Related to** Fig 2. (A) Northern blot analysis by formaldehyde-agarose gel electrophoresis with total RNA isolated from controls (control 1: w;;, control 2: w;;*dmpnpase*^*KO*^/TM6B) and *dmpnpase*^*KO*^ (w;;*dmpnpase*^*KO*^/*dmpnpase*^*KO*^) 4 day AEL larvae. The signals were detected using oligonucleotide probes and single stranded RNA probes. Putative degradation products are indicated by an asterisk (*). Nuclear encoded RP49 was used as a loading control. (B) Northern blot analysis by neutral polyacrylamide gel electrophoresis of the steady-state levels of mitochondrial tRNAs in *dmpnpase*^*KO*^ and controls (as described in B) larvae at 4 days AEL. (C) Poly(A) tail length in individually sequenced clones after 3′ RACE analysis of ND1 transcripts in *dmpnpase*^*KO*^ (n = 50) and control (w;; n = 24).
(TIF) Click here for additional data file.

S4 Fig Validation and characterisation of double mutants. **Related to** Figs 2 and 3. (A) Body size comparison in controls (w;;), *dmpnpase*^*KD*^/*dmsuv3*^*KD*^ (w;UAS-*dmsuv3*RNAi/UAS-*dmpnpase*RNAi;daGAL4/+) and *dmpnpase*^*O*E^/*dmsuv3*^*OE*^ (w;UAS-*dmsuv3*/+;UAS-*dmpnpase*/daGAL4) larvae at 4 days AEL, scale bar size 1mm. (B) Relative amounts of DmPNPase and DmSUV3 mRNA steady-state levels in control (control:w;UAS-*dmsuv3*RNAi/UAS-*dmpnpase*RNAi;), *dmsuv3KD*, *dmpnpaseKD*, and *dmpnpaseKD*/*dmsuv3KD* larvae 4 day AEL. (C) Relative amounts of DmPNPase and DmSUV3 mRNA steady-state levels in control (control: w;UAS-*dmsuv3*/+;UAS-*dmpnpase*/+), *dmsuv3*^*OE*^, *dmpnpase*^*OE*^, and *dmpnpase*^*OE*^/*dmsuv3*^*OE*^ larvae 4 day AEL. (D) Relative amounts of DmPNPase, DmSUV3 and DmMTPAP mRNA steady-state levels in *dmpnpase*^*OE*^, *dmmtpap*^*KO*^ (*dmmtpap*^*KO*^/Y;;),*dmpnpase*^*OE*^/*dmmtpap*^*KO*^ (*dmmtpap*^*KO*^/Y;;UAS-*dmpnpase*/daGAL4), and control larvae 4 day AEL. (E) Northern blot analysis of the steady-state levels of mitochondrial mRNAs in *dmpnpase*^*OE*^, *dmmtpap*^*KO*^, *dmpnpase*^*OE*^/*dmmtpap*^*KO*^, and control larvae 4 day AEL. (F) Relative amounts of DmPNPase, DmSUV3 and DmLRPPRC mRNA steady-state levels in *dmpnpase*^*KD*^ (w;;UAS-*bsf*RNAi#1/daGAL4), *dmpnpase*^*KD*^, *dmsuv3*^*KD*^, *dmpnpase*^*KD*^/*dmlrpprc1*^*KD*^ (w;UAS-*dmpnpase*RNAi/+;UAS-*bsf*RNAi#1/daGAL4), *dmsuv3*^*KD*^/*dmlrpprc1*^*KD*^ (w;UAS-*dmsuv3*RNAi/+;UAS-*bsf*RNAi#1/daGAL4), and control larvae 4 day AEL.
(TIF) Click here for additional data file.

S5 Fig Characterisation of mitochondrial-derived dsRNAs. **Related to** Fig 5. (A) Western blot analysis of total (T), cytosolic (C) and mitochondrial (M) fractions from control, *dmsuv3*^*KD*^, *dmpnpase*^*KO*^, and *dmmtpap*^*KO*^ protein extracts to measure purity. Antibodies decorating Tubulin and Porin were used as cytosolic and mitochondrial markers, respectively. (B) Scatterblot of normalised transcripts per million (TPM) values of all detected transcripts in two replicates of cytosolic and mitochondrial fractions after J2-enrichment. 

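Across the 475 genes tested, log2(scaled TPM + 1) of the replicates had a Pearson correlation of 0.935 in the control cytosol, 0.971 in control mitochondria, 0.818 in the dmpnpaseKO cytosol and 0.969 in dmpnpaseKO mitochondria. These are correlations across genes within a pair of libraries, and genes are not independent replicates. Genes above 0 TPM in both replicates numbered 548 in the control cytosol, 4542 in control mitochondria, 60 in the dmpnpaseKO cytosol and 7619 in dmpnpaseKO mitochondria. The mitochondrial mRNAs were higher in replicate 2 by a mean of 2.95 in the control cytosol (11 of 11 mRNAs), 2.01 in control mitochondria (10 of 11) and 2.18 in dmpnpaseKO mitochondria (11 of 11), on the log2 scale. In the dmpnpaseKO cytosol they changed by a mean of −0.81, with 2 of the 11 higher in replicate 2. Without ND3, which is listed at 0 in that replicate, the mean was −0.13.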

Mono- and bicistronic mRNA and rRNA transcripts encoded on mitochondrial DNA are highlighted in red. The point of normalisation is indicated as the intersection between the two dotted lines. (C) IGV view of total transcript read counts aligned to the coding region of mitochondrial DNA visualised with Integrated Genomics Viewer. The relative height is normalised to the highest peak in the 16S region.
(TIF) Click here for additional data file.

S6 Fig Confocal microscopy images of the ventral nerve cord of *dmpnpase*^*KO*^, *dmsuv3*^*KD*^, *dmmtpap*^*KO*^, *dmlrpprc1*^*KD*^, and *dmmtpnpase*^*OE*^/*dmsuv3*^*OE*^ larvae. **Related to** Fig 5. Mitochondria (green) were visualised at two magnifications by mitochondria-targeted dendra2 fluorescent protein, expressed from the elav-GAL4 driver (w;elav-gal4,uasmit::dendra2;).
(TIF) Click here for additional data file.

S1 Table Taqman probes and oligonucleotide. (PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

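RNA recovered with the J2 antibody from the cytosolic and mitochondrial fractions of control and dmpnpaseKO larvae was sequenced, with 2 libraries in each of the 4 groups. The authors quantified the reads with salmon against the BDGP6 cDNA set (Ensembl release 94) and deposited TPM values, in a table with a row for each of 13970 genes and a column for each of the 8 libraries. The paper's text describes transcripts, and how transcripts were summed to genes is not stated in it. The deposited TPM have the same sum in each library and are not scaled on the rRNA pseudogenes. Replicates were not pooled. Genotype, fraction and replicate number of each library were taken from its label, which matches its column name, and 0 value columns were left without a library.

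From the TPM values, each library was divided by its arithmetic mean over the 8 rRNA pseudogenes that the methods name and multiplied by the average of these means. Values were analysed as log2(scaled TPM + 1). Genes with a mean deposited TPM of at least 1 were tested (475 genes, of which 11 are mitochondrial mRNAs and 443 are nuclear-encoded genes other than rRNA pseudogenes). limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend) was fitted to all 8 libraries with 4 group means. The contrasts were dmpnpaseKO against control in each fraction, and the difference of these contrasts between fractions. p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Library medians were compared by the exact permutation test, which with 2 libraries against 2 gives no p below 0.333. The pairing of libraries by replicate number comes from the labels, which do not say what the numbers share. Fits with this number as a block are given beside the fits without it where same-numbered libraries deviated together. Figures were drawn with matplotlib 3.10.9.

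The fit was tested on simulated data with the 475 genes, of which 200 were changed in the cytosolic fraction by a known amount. It recovered 42% of the changed genes at a log2 change of 2, 95% at 4 and 97.5% at 6. False calls made up 5.62%, 3.06% and 2.5% of the calls, and 0 genes were called in the unchanged mitochondrial fraction. The 200 genes were drawn at random, so these rates do not give the power for the 11 mitochondrial mRNAs.

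TPM carry no read depth, so no intervals or detection floors are given. Gene symbols were matched by FlyBase identifier for 13746 of the 13970 genes. Gene positions are from the Ensembl release 115 annotation of the same BDGP6 assembly. The genes named are, by a rule set before the data were examined, the mitochondrial genes, the 8 reference pseudogenes, the nuclear genes the paper names for this pathway and its controls, and in each fraction the 5 largest rises and 5 largest falls past the threshold with both dmpnpaseKO libraries on the same side of both controls. bsf was not analysed here. The alternatives tried were unscaled TPM, the geometric mean of the pseudogenes, median-of-ratios scaling over the 31 genes outside the mitochondrial genome that are above 0 in every library (10 rRNA pseudogenes and 21 other nuclear-encoded genes), scaling to the same summed TPM of nuclear-encoded genes, pseudocounts of 0.1 and 10, other filters on low values, eBayes without the trend, a fit to the libraries of each fraction alone, the replicate block, and each library left out in turn. The qRT-PCR, blot and imaging experiments of the paper were not analysed here.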

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

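The tests below were chosen only after the pattern was seen, apart from the test on gene length.

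A rise of nuclear-encoded genes in the mitochondrial fraction lies outside the transcripts the paper discusses. In dmpnpaseKO mitochondria, 374 of the 443 nuclear-encoded genes tested rose past the limma threshold and 12 fell. Both dmpnpaseKO libraries lay above both controls for 418 genes, an order that chance gives a single gene in 16.7% of cases. A shift of a whole library moves these genes together, so their number is not a test. The summed share of all nuclear-encoded genes other than rRNA pseudogenes, tested or not, was 0.132% and 0.0755% of TPM in control mitochondria and 1.18% and 0.586% in dmpnpaseKO mitochondria. A few genes do not account for it, since 96.8% of the genes had a log2 fold change above 0. No scaling tried has a reference independent of both rRNA and the nuclear-encoded genes, so a change of the rRNA remains possible. The median was 2.24 on unscaled TPM, but these are still relative to the rRNA that fills most of each library. It was 1.03 under median-of-ratios scaling, with 6 genes of any kind up and 12 down, and 0.44 under scaling to the summed TPM of nuclear-encoded genes, with 1 up and 9 down. The first of these takes 21 of its 31 genes, and the second its whole reference, from the nuclear-encoded genes, so they shrink a general rise by construction and are weak tests of it. Carry-over of bulk RNA from the cytosolic fraction, if J2 recovered it alike, would bring the share to at most that of the cytosol. The lowest share in dmpnpaseKO mitochondria was 3.69 times the highest in the dmpnpaseKO cytosol. Recovery was not measured, and RNA carried over selectively has no such bound, so only bulk carry-over with equal recovery is argued against. Gene length had little relation to the change (Spearman rho −0.18 across the 424 genes with an exonic length, which are not independent). GC content was not tested, and without libraries made before immunoprecipitation a higher abundance of these RNAs in the fraction cannot be told apart from a better recovery by J2. The values are shares, so a lower amount of rRNA in the recovered RNA would raise nuclear and mitochondrial mRNAs alike. The pattern therefore may have a technical or a biological origin. The 5 largest rises were RpLP2 (4.28, adjusted p = 0.000983), RpS4 (4.25, 0.00178), RpL7 (4.18, 0.0012), RpL28 (4.15, 0.00141) and RpL23 (4.15, 0.000913), with p from limma and both dmpnpaseKO libraries above both controls for each.

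The knockout effect differed between the fractions for 148 genes by the interaction term of limma (239 with the replicate block), all 148 nuclear-encoded and 145 of them with the larger change upwards in mitochondria. All 148 are listed at 0 in dmpnpaseKO cytosol replicate 2. With the libraries of replicate 1 alone, which leave that library out, the median difference between fractions over the nuclear-encoded genes tested was 1.60 (2.01 with both replicates). This rests on 1 library per group and on all 443 genes. Over the 148 it was 2.24 (2.34 with both replicates), but these were chosen for their difference with replicate 1 included. No fit of the interaction without that library was run, so how many of the 148 calls depend on its zeros is open. With each library scaled to the same summed TPM of nuclear-encoded genes the median difference was 0.10 and 0 genes were called (22 at an unadjusted p under 0.05, smallest adjusted p 0.131), and median-of-ratios scaling called 2. The first of these takes the summed rise of nuclear-encoded RNA out of each library, and no difference between fractions beyond that rise was detected with it. On unscaled TPM 0 genes were called (209 at an unadjusted p under 0.05), with a smallest adjusted p of 0.060. The geometric-mean factor called 101, and pseudocounts of 0.1 and 10 called 4 and 303.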

How the results depend on the processing

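The alternatives were set before the data were examined, apart from the threshold on log2 of the mean TPM. The median log2 fold change of the mitochondrial mRNAs stayed above 0 in both fractions under every alternative that was run. In the cytosol it was 5.27 and ranged from 4.03 to 6.52 across the 4 fits that each left out 1 cytosolic library, and it was 6.84 and 3.70 within the 2 replicate pairs (replicate block, where same-numbered libraries had a correlation of −0.0126). Median-of-ratios scaling took it to 2.46. In mitochondria it was 3.24 and ranged from 2.14 to 4.06 with a mitochondrial library left out. There median-of-ratios scaling took it to 0.95 and nuclear-sum scaling to 0.11, while the median of the nuclear-encoded genes moved from 2.25 to 1.03 and 0.44. The mitochondrial median minus the nuclear-encoded median was 0.99 with the pseudogene factor, −0.07 under median-of-ratios scaling and −0.34 under nuclear-sum scaling. In the cytosol that difference was 4.98, 2.42 and 4.31, where zeros in dmpnpaseKO replicate 2 can hold the nuclear-encoded median down. The median-of-ratios factor rests on 31 genes, since dmpnpaseKO cytosol replicate 2 lists few genes above 0.

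The mean of 12S and 16S rRNA in the cytosol, −1.97, was −4.90 under median-of-ratios scaling, and −0.58 and −3.37 in the replicate pairs. It ranged from −2.99 to −0.96 with a library left out. In mitochondria the mean of −0.34 was −2.63 under median-of-ratios scaling and −3.48 under nuclear-sum scaling. It was 0.41 in the first pair (replicate block) and −1.09 in the second, and ranged from −1.94 to 1.25 with a library left out, so the direction of the rRNAs in mitochondria is open. The cause was not tested.

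In the cytosol 0 genes passed the threshold (47 at an unadjusted p under 0.05), as with the replicate block (0, with 51 unadjusted). Unscaled TPM called 31 genes (28 up, 3 down) with 5 mitochondrial mRNAs, pseudocount 0.1 called 14 (11 up, 3 down) with 2 mitochondrial mRNAs, and median-of-ratios scaling called 17 (6 up, 11 down) with 0. Over the 11 mitochondrial mRNAs alone, the adjusted p passed for 5 without and 7 with the block. The smallest adjusted p of a mitochondrial mRNA ranged from 0.00446 to 1 over the alternatives. The cause was not tested. With 1 library of the cytosol left out, a group of the contrast keeps 1 library, and calls were not counted. Leaving out a mitochondrial library left the count at 0 (from 0 to 0 genes across the 4 fits, with 16 to 42 at an unadjusted p under 0.05).

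In mitochondria 386 genes passed (374 up, 12 down), and 389 with the replicate block. Median-of-ratios scaling called 18 (6 up, 12 down), nuclear-sum scaling 10 (1 up, 9 down), pseudocount 0.1 called 191, the filter of any gene above 0 called 5525 of 11606, and the filter of a mean TPM of at least 10 called 18 of 68. Of these, 18, 9, 190, 336 and 18 are among the 386. For the mitochondrial mRNAs the count of 0 became 1 with pseudocount 10 (ND3), 6 without the intensity trend, 1 with the replicate block (CoI), and 9 with the libraries of the fraction alone. It ranged from 1 to 4 across the 4 fits that each left out 1 cytosolic library. The main fit takes the spread of a gene from both fractions and draws it towards the intensity trend. The 2 largest counts, 9 and 6, came from the fits without the cytosolic libraries or without the trend. The 0 of the main fit therefore also reflects the cytosolic spread and the trend. No further cause was tested. The count of mitochondrial mRNAs whose effect differed between fractions stayed at 0 under every alternative for which it was counted, the replicate block included. It was not counted with a library left out.

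The share of mitochondrial mRNAs in the dmpnpaseKO cytosol was 2.07% (SD 0.0808, n = 2), and in dmpnpaseKO mitochondria 11.1% (SD 9.00, n = 2). Without rRNAs and rRNA pseudogenes in the denominator the shares were 93.1% and 88.3%. Without 12S and 16S rRNA alone the share in the cytosol was 2.34%.

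Among single mitochondrial genes, ND3 in the cytosol reversed from 0.72 to −1.25 under median-of-ratios scaling, −0.41 under nuclear-sum scaling and −0.70 with pseudocount 0.1, and ranged from −3.03 to 4.48 with a cytosolic library left out. It is listed at 0 in 1 library. In mitochondria, nuclear-sum scaling gave −0.56 for CoII, −0.19 for CoIII, −1.01 for ND5 and −0.23 for ND4, and median-of-ratios scaling gave −0.16 for ND5. With a library left out, 16S rRNA in mitochondria ranged from −2.74 to 1.50 and 12S rRNA from −1.14 to 1.01. Of the other comparisons of single genes, apart from leaving libraries out, 10 in the cytosol and 17 in mitochondria passed the threshold in the direction they had before, where none had passed it.

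Among the 40 genes above a mean TPM of 14, 8 remain with the threshold on log2 of the mean TPM, an alternative chosen after seeing the data. Depth is unknown, which leaves open whether low genes in the cytosol are absent or not detected.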

Differences from the paper's values

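The methods of the paper name 8 transcripts as those with an average TPM above 14, apart from the mitochondrial rRNAs. In the gene-level TPM, 40 genes meet that threshold. No alternative set before the data were examined bears on this count. With the threshold applied to log2 of the mean TPM, which was chosen after seeing the values, 8 genes meet it.

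The library medians of the cytosolic mitochondrial transcripts were close to those in Fig 5A, whose boxes were matched to the libraries by size. For the higher control box and its 16S point the unscaled values were nearer, and for dmpnpaseKO the scaled ones. Which of them Fig 5A draws is therefore open. The paper's boxes have medians of about 3.3 and about 5.8 for controls and about 10 for both dmpnpaseKO libraries, read by eye, against 3.54, 6.70, 10.02 and 10.25 after scaling and 3.53, 5.85, 10.12 and 10.45 on unscaled TPM. Its points for 16S rRNA lie at about 17 and about 19 in controls and about 15 and about 16 in dmpnpaseKO, against 17.47, 19.73, 15.28 and 16.27 after scaling and 17.46, 18.87, 15.48 and 16.38 on unscaled TPM. The difference between genotypes in Fig 5A is about 5.5, read by eye, against 5.02 after scaling and 5.60 on unscaled TPM.

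From the J2 libraries the paper states an extensive enrichment in both fractions and gives no test of these values. By qRT-PCR it also reports significantly more RNase III-sensitive mitochondrial RNA in the cytosolic fraction of dmpnpaseKO larvae, which was not analysed here. In the limma fit no mitochondrial mRNA passed the threshold in either fraction. In the cytosol, unscaled TPM placed CoI, Cyt-b, ND2, ND4 and ND6 past it and pseudocount 0.1 placed CoI and Cyt-b. In mitochondria, pseudocount 10 placed ND3 past it and the replicate block CoI. The fit without the intensity trend placed ATPase6, CoIII, Cyt-b, ND1, ND2 and ND6, and the fit to the libraries of the fraction alone placed 9 mRNAs, all but ND4 and ND5. Leaving out a cytosolic library placed between 1 and 4. With each library scaled to the same summed TPM of nuclear-encoded genes, the median log2 fold change in mitochondria was 0.11.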

Other observations

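The tests in this part were chosen after the patterns were seen.

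Across 5 scalings the median of the mitochondrial mRNAs exceeded that of the nuclear-encoded genes in the cytosol by at least 2.42 on the log2 scale. Most nuclear-encoded genes are listed at 0 in dmpnpaseKO cytosol replicate 2, which can enlarge this excess. A library factor moves genes far above the pseudocount alike, so this comparison says little about the factor. In mitochondria the excess depended on the setting. It was 0.99 with the pseudogene factor (10 of the 11 mRNAs above the nuclear-encoded median), 2.60 with pseudocount 10 (11 of 11), −0.31 with pseudocount 0.1 (3 of 11), −0.07 with median-of-ratios scaling (4 of 11) and −0.34 with nuclear-sum scaling (3 of 11). With each library scaled to the same summed TPM of nuclear-encoded genes, the median log2 fold change of the mitochondrial mRNAs there was 0.11, so the size of the rise depends on taking rRNA as the reference. A candidate explanation is that all mRNA rose relative to rRNA in dmpnpaseKO mitochondria, whether by recovery or by abundance.

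Mitochondria broken during fractionation could carry mitochondrial mRNA into the cytosol. The highest mRNA to rRNA ratio in the dmpnpaseKO cytosol was 0.164 times the lowest in dmpnpaseKO mitochondria, but carried-over RNA mixed with rRNA already in the cytosol would give a lower ratio too. The profile across the 10 mRNAs above 0 in all libraries leaves it open as well. The root mean square distance, on the log2 scale, between a dmpnpaseKO cytosolic and a dmpnpaseKO mitochondrial library was from 0.403 (cytosol replicate 1 and mitochondria replicate 2) to 2.20, against 1.46 between the mitochondrial replicates, so the largest was 1.50 times that of the replicates and the smallest 0.275 times. Release from mitochondria cannot be told apart from carry-over with these values.

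dmpnpaseKO cytosol replicate 2 lists 61 genes above 0. Of the nuclear-encoded genes above 0 in replicate 1, the 38 that are also above 0 in replicate 2 had the higher TPM in a share of 0.798 of pairs with the 4666 that are not, which is consistent with a low depth in that library. Depth itself is unknown. Without that library the median of the mitochondrial mRNAs in the cytosol was 5.60.

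Larval cuticle protein (Lcp) and larval serum protein (Lsp) genes made up 10 of the 12 genes that fell in dmpnpaseKO mitochondria. The 5 largest falls were Lcp3 (−4.03, adjusted p = 0.00104), Lsp1beta (−3.97, 0.00329), Lcp1 (−3.48, 0.000885), Lcp65Ab1 (−3.45, 0.00323) and Lsp1gamma (−2.98, 0.0413), with p from limma and both dmpnpaseKO libraries below both controls for each. The other 2 falling genes were Obp99b and CG15353, named after their values were seen. The other 3 of the 13 Lcp and Lsp genes tested, Lcp65Ag1, Lcp65Ag2 and Lcp65Ag3, rose instead (1.61, 3.79 and 4.01). They are close paralogs whose reads can be split, and 2 of the 3 still rose under median-of-ratios and nuclear-sum scaling. All 10 falls kept their direction under the 5 scalings, and the family's median stayed below that of the nuclear-encoded genes by a difference of at most −4.81 in any of them, a comparison that a library factor can change only through the pseudocount. In the cytosol, 8 of the 10 genes were above 0 in both control libraries, and all 8 were lower in dmpnpaseKO replicate 1, against 17 of the 134 other nuclear-encoded genes above 0 in both controls (12.7%). This rests on 1 dmpnpaseKO library, and none of the genes passed the threshold in the cytosol, so it is weak evidence against a cause in the mitochondrial preparation alone. Lsp1gamma is an exception in replicate 2, where it had 25.1 TPM. The genes were picked for their fall in mitochondria. The paper reports that dmpnpaseKO animals die as larvae, and a difference in developmental stage between the genotypes may underlie the opposite changes of these cuticle genes. The samples give no stage other than 4 days after egg laying, so this remains a hypothesis.

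The order of the mRNAs was only loosely shared by the fractions. Across the 10 mRNAs above 0 in all libraries, the knockout effects in cytosol and mitochondria had a Spearman rho of 0.564 (p = 0.0969, permutation test, 100000 permutations, two-sided) and a Pearson r of 0.705 (p = 0.0189). Genes are not independent replicates, and the rank test did not reach 0.05.

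All 74 ribosomal protein genes tested rose past the threshold in dmpnpaseKO mitochondria, with a median log2 fold change of 3.73 against 2.06 for the other nuclear-encoded genes. Their median was above that of the other genes under each scaling, by 1.06 with nuclear-sum scaling and 1.24 with median-of-ratios scaling. RpL32, the RP49 transcript that serves as reference in the paper's qRT-PCR, rose by 3.74 (adjusted p = 0.00104, limma) in the mitochondrial fraction, and porin by 2.74 (0.00155). In the cytosol they changed by −0.03 and 0.38, with both listed at 0 in dmpnpaseKO replicate 2. These are J2-recovered RNAs, so the values do not bear on RP49 as a reference in RNA without J2 recovery. Dcr-2, AGO2 and r2d2, whose transcript levels the paper measured by qRT-PCR in larvae, had at most 0.920 TPM in any J2 library (AGO2 in dmpnpaseKO mitochondria replicate 1) and were below the filter, as were Suv3 and MTPAP.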
